# Glucocorticoid Receptor Maintains Vasopressin Responses in Kidney Collecting Duct Cells

**DOI:** 10.3389/fphys.2022.816959

**Published:** 2022-05-24

**Authors:** Hsiu-Hui Yang, Shih-Han Su, Cheng-Hsuan Ho, Ai-Hsin Yeh, Yi-Jiun Lin, Ming-Jiun Yu

**Keywords:** vasopressin, aquaporin-2, glucocorticoid receptor, TGFβ, TNF, collecting duct

## Abstract

Water permeability of the kidney collecting ducts is regulated in part by the amount of the molecular water channel protein aquaporin-2 (AQP2), whose expression, in turn, is regulated by the pituitary peptide hormone vasopressin. We previously showed that stable glucocorticoid receptor knockdown diminished the vasopressin-induced *Aqp2* gene expression in the collecting duct cell model mpkCCD. Here, we investigated the pathways regulated by the glucocorticoid receptor by comparing transcriptomes of the mpkCCD cells with or without stable glucocorticoid receptor knockdown. Glucocorticoid receptor knockdown downregulated 5,394 transcripts associated with 55 KEGG pathways including “vasopressin-regulated water reabsorption,” indicative of positive regulatory roles of these pathways in the vasopressin-induced *Aqp2* gene expression. Quantitative RT-PCR confirmed the downregulation of the vasopressin V2 receptor transcript upon glucocorticoid receptor knockdown. Glucocorticoid receptor knockdown upregulated 3,785 transcripts associated with 42 KEGG pathways including the “TNF signaling pathway” and “TGFβ signaling pathway,” suggesting the negative regulatory roles of these pathways in the vasopressin-induced *Aqp2* gene expression. Quantitative RT-PCR confirmed the upregulation of TNF and TGFβ receptor transcripts upon glucocorticoid receptor knockdown. TNF or TGFβ inhibitor alone, in the absence of vasopressin, did not induce *Aqp2* gene transcription. However, TNF or TGFβ blunted the vasopressin-induced *Aqp2* gene expression. In particular, TGFβ reduced vasopressin-induced increases in Akt phosphorylation without inducing epithelial-to-mesenchymal transition or interfering with vasopressin-induced apical AQP2 trafficking. In summary, our RNA-seq transcriptomic comparison revealed positive and negative regulatory pathways maintained by the glucocorticoid receptor for the vasopressin-induced *Aqp2* gene expression.

## Introduction

Aquaporin-2 (AQP2) is a molecular water channel protein expressed in the kidney collecting duct principal cells responsible for osmotic water reabsorption (Knepper et al., 2015). AQP2 is regulated by the pituitary peptide hormone vasopressin chiefly in two modes. In the short-term response (minutes to hours), vasopressin induces dynamic changes in the cortical actin filaments to facilitate the fusion of AQP2-containing vesicles with the apical plasma membrane of the cells (Simon et al., 1993; Loo et al., 2013). This increases the amount of apical AQP2 and hence water permeability (Nielsen et al., 1995; Yamamoto et al., 1995). In the long-term response (hours to days), vasopressin increases the *Aqp2* gene expression (DiGiovanni et al., 1994). Vasopressin regulates both responses by signaling through vasopressin V2 receptor, Gαs, adenylyl cyclase 6, and cAMP that activates two PKA catalytic subunits (PKA-Cα and PKA-Cβ) (Judith Radin et al., 2012; Pearce et al., 2015; Isobe et al., 2020). Dysregulations in either response cause a number of water balance disorders (Noda et al., 2010; Judith Radin et al., 2012; Moeller et al., 2013). Understanding both responses is critical to the physiology and pathophysiology of the disorders. Both responses have been actively studied, although less is known about the latter response, that is, vasopressin-regulated *Aqp2* gene transcription.

Gene expression often involves the binding of transcription factors to the promoter or enhancer regions upstream or downstream to the target gene (Yu et al., 2009). Through promoter-reporter assays, several transcription factors have been implicated in *Aqp2* gene transcription such as Creb1 (Hozawa et al., 1996; Yasui et al., 1997), Elf3 (Yu et al., 2009; Lin et al., 2019), Elf5 (Yu et al., 2009; Grassmeyer et al., 2017), Ehf (Yu et al., 2009), Gata-3 (Uchida et al., 1997), and Nfat5 (Hasler et al., 2006). These transcription factors were studied in various cell models that often do not express endogenous vasopressin V2 receptor or AQP2, making it challenging to compose a comprehensive *Aqp2* gene transcription network. For example, Creb1 has been the primary transcription factor for *Aqp2* gene transcription in many review studies (Nielsen et al., 2002; Bockenhauer and Bichet, 2015; Pearce et al., 2015). Recent ChIP-seq analysis showed the indirect involvement of Creb1 in *Aqp2* gene transcription (Jung et al., 2018). A number of other transcription factor candidates were suggested for future investigation (Kikuchi et al., 2021), preferentially with CRISPR/Cas9-based gene knockout (Isobe et al., 2017; Datta et al., 2020; Isobe et al., 2020) or small hairpin RNA-mediated gene knockdown when gene knockout is lethal (Wang et al., 2017; Kuo et al., 2018; Lin et al., 2019; Wang et al., 2020; Wong et al., 2020).

Glucocorticoid receptor agonist betamethasone has been shown to enhance the vasopressin-induced *Aqp2* gene expression in infant rats within 6 h of injection (Yasui et al., 1996). To avoid influence from endogenous adrenal corticosteroids (i.e., glucocorticoid and mineralocorticoid), adrenalectomy is often performed before the administration of mineralocorticoid with or without dexamethasone (another glucocorticoid receptor agonist). In one study, the AQP2 protein levels were higher in the rats administered with dexamethasone and mineralocorticoid than those administered with the mineralocorticoid alone (Chen et al., 2005). In another study with similar settings, the AQP2 mRNA and protein levels were both lower in the rats administered with dexamethasone and mineralocorticoid than those administered with the mineralocorticoid alone (Saito et al., 2000). The latter observation could be explained *via* a suppressive effect of dexamethasone on the vasopressin gene promoter activity in the hypothalamic cells (Kim JK et al., 2001). The dexamethasone-suppressed vasopressin gene expression in the hypothalamus would, in turn, reduce the *Aqp2* gene expression in the collecting ducts.

We recently found that dexamethasone enhanced the vasopressin-induced *Aqp2* gene expression in a time- and dose-dependent manner in the mpkCCD cells, a collecting duct principal cell model that expresses all necessary molecular components for vasopressin signaling, *Aqp2* gene expression, and trafficking (Yu et al., 2009; Rinschen et al., 2010; Xie et al., 2010; Khositseth et al., 2011; Schenk et al., 2012; Loo et al., 2013; Kuo et al., 2018). Glucocorticoid receptor knockdown blunted the vasopressin-induced *Aqp2* gene expression in the cells (Ho et al., 2021). The effects of the glucocorticoid receptor involve α-actinin 4, an actin-bundling protein and a transcription co-activator of the glucocorticoid receptor (Honda, 2015; Zhao et al., 2017). α-Actinin-4 thus serves as a molecular link between vasopressin short-term responses in AQP2 trafficking and long-term responses in the *Aqp2* gene expression. It should be noted that the previous observations were made in the mpkCCD cells with stable glucocorticoid receptor knockdown, which could result in changes in the transcriptome landscape and thereby renders irresponsiveness to vasopressin. To test this, the present study used RNA-seq to compare transcriptomes of the stable glucocorticoid receptor knockdown vs. control cells. Genes that are downregulated in the glucocorticoid receptor knockdown cells are thought to have positive regulatory roles in the vasopressin-induced *Aqp2* gene expression. Genes that are upregulated in the glucocorticoid receptor knockdown cells are thought to have negative regulatory roles in the vasopressin-induced *Aqp2* gene expression.

## Materials and Methods

### Cell Culture

The mpkCCD cells re-cloned from their original line (Huyen et al., 1998) for the highest *Aqp2* gene expression level were maintained in the DMEM/Ham’s F-12 medium (DMEM/F-12, Cat. 11320033, Thermo-Fisher, United States) containing 2% fetal bovine serum (FBS) and supplements as described previously (Yu et al., 2009). The cells between 18 and 32 passages were grown on membrane supports (Transwell^®^, 0.4 μm pore size, Corning Costar, United States) prior to the experiments. FBS and supplements except for dexamethasone (Kuo et al., 2018) were removed from the medium to facilitate cell polarization (transepithelial electrical resistance >5,000 Ωxcm^2^ measured with an EVOM2 Epithelial Volt/Ohm Meter, World Precision Instruments, United States) before the cells were exposed to the vasopressin V2 receptor-specific agonist dDAVP (1-deamino-8-D-arginine vasopressin) in the basal medium to induce the endogenous *Aqp2* gene expression. In certain experiments, the cells were also exposed to TGFβ1 (Cat. 5231) or TNFα (Cat. 5178) from Cell Signaling, United States, or the TGFβ receptor inhibitor GW788388 (Cat. SML0116) or TNF receptor inhibitor SPD304 (Cat. S1967) from Sigma-Aldrich, United States. The HEK293T cells used for packaging small hairpin RNA (shRNA)-carrying lentivirus were maintained in the DMEM (Cat. 12491015, Thermo-Fisher, United States) containing 10% FBS.

### Small Hairpin RNA-Mediated Gene Knockdown

Small hairpin RNA (shRNA)-mediated glucocorticoid receptor (GR) knockdown was conducted *via* lentivirus-based transduction. The clones for shRNA were purchased from the National RNAi Core Facility, Academia Sinica, Taiwan: shCtrl (TRCN0000208001, control), shGR1 (TRCN0000238464), or shGR2 (TRCN0000238463). To produce shRNA-carrying lentivirus, the HEK293T cells were seeded at 70% confluence in a 60-mm dish. On the day of transfection, the medium was replaced with fresh DMEM containing 1% BSA excluding FBS and incubated for 30 min before transfection with a lentivirus-packaging plasmid mixture: 4 μg shRNA plasmid, 3.6 μg pCMVΔ8.91 plasmid, and 0.4 μg VSVG plasmid mixed in 250 μl Opti-MEM (Cat. 31985070, Thermo-Fisher, United States) and 12 μl T-Pro NTR II (Cat. JT97-N002M, T-Pro Biotechnology, Taiwan). Just two days after the transfection, the medium that contained lentiviral particles was collected and centrifuged at 1,200 x g for 5 min. The supernatants that contained shRNA-carrying lentiviral particles were aliquoted and stored at −80°C until use. To knockdown genes, 6 × 10^5^ mpkCCD cells were seeded in a 60-mm dish 1 day before infection with 1 ml lentivirus-containing medium with 2 ml regular medium and 24 μl polybrene (hexadimethrine bromide, Cat. H9268, Sigma-Aldrich, United States, 1 mg/ml) for 1 day. The infected cells were selected for stable knockdown with puromycin (Watson Biotechnology, Taiwan, 2.5 μg/ml) for two passages. GR mRNA was reduced to 43% (shGR1) and 45% (shGR2) of that in the non-target control, similar to previous values (Ho et al., 2021).

### RNA Extraction and Reverse Transcription

To each membrane support (12-mm Transwell^®^, Corning Costar, United States), 300 μl TRIzol^TM^ reagent (Cat. 15596081, Invitrogen, United States) was added to lyse the cells. Total RNA was then extracted using the RNA extraction kit (Cat. E1011-A, ZYMO Research, United States). About 500 ng total RNA was reverse transcribed to cDNA with the oligo (dT)_20_ primer (Cat. 18418020, Invitrogen, United States) or random hexamers (Cat. N8080127, Invitrogen, United States) using the SuperScript™ IV First-Strand Synthesis System (Cat. 18091050, Invitrogen, United States), following the manufacturer’s instruction.

### Quantitative Real-Time Polymerase Chain Reaction

Quantitative polymerase chain reaction (qPCR) was carried out using the SensiFAST SYBR^®^ Hi-ROX Kit (Cat. BIO-92005, Bioline, United States) with gene-specific intron-spanning primers (Table 1) in 8-strip qRT-PCR tubes. The qPCR program was performed in a thermal cycler (StepOnePlus™ Real-Time PCR Systems, Thermo-Fisher, United States) with the following steps: 1) polymerase activation (95°C, 3 min); 2) denaturation (95°C, 5 s); 3) annealing/extension (60°C, 30 s); 4) repeat (step 2–3, 40 cycles).

**TABLE 1:** Primers used in this study.

Gene symbol	Protein name	Primer sequence
*Acta2*	α-SMA	Forward: TGC​TGA​CAG​AGG​CAC​CAC​TGA​A
		Reverse: CAG​TTG​TAC​GTC​CAG​AGG​CAT​AG
*Adcy6*	Adenylyl cyclase 6	Forward: GCG​GTG​AGG​GAG​AAT​CAC​TG
		Reverse: TCA​CAC​CTG​TTA​CCT​CAC​GC
*Aqp2*	Aquaporin 2	Forward: CCT​CCT​TGG​GAT​CTA​TTT​CA
		Reverse: CAA​ACT​TGC​CAG​TGA​CAA​CT
*Avpr2*	V2 receptor	Forward: GACCGAGACCCGCTGTTA
		Reverse: CGA​CCC​CGT​CGT​ATT​AGG​G
*Creb3*	Creb3	Forward: TGC​GCG​GAG​GGA​TTT​CTA​TC
		Reverse: CCA​CCC​GAA​GGC​CTA​TCA​C
*E2f4*	E2F4	Forward: CCC​ATC​CCA​GAG​GGT​CTC​AA
		Reverse: TGT​TCA​CTA​GCA​GCA​CCT​CG
*Gnas*	Gαs	Forward: ATG​GGT​TTA​ACG​GAG​AGG​GC
		Reverse: GTC​CTG​CAC​TTT​AGT​GGC​CT
*Map3k7*	TAK1	Forward: CGT​GGC​GAC​TGC​AGG​TAA​C
		Reverse: TCT​GAC​ACT​AGG​GCT​GGA​TGA
*Mapk1*	ERK1	Forward: TCT​TAA​ATT​GGT​CAG​GAC​AAG​GG
		Reverse: AAG​AGT​GGG​TAA​GCT​GAG​ACG
*Nr3c1*	GR	Forward: GAC​TCC​AAA​GAA​TCC​TTA​GCT​CC
		Reverse: CTC​CAC​CCC​TCA​GGG​TTT​TAT
*Rela*	NFkB p65	Forward: CCT​CTG​GCG​AAT​GGC​TTT​AC
		Reverse: GAG​GGG​AAA​CAG​ATC​GTC​CA
*Rplp0*	60S Acidic ribosomal protein P0	Forward: AGA​TCG​GGT​ACC​CAA​CTG​TT
		Reverse: GGC​CTT​GAC​CTT​TTC​AGT​AA
*Smad3*	Smad3	Forward: AAG​AAG​CTC​AAG​AAG​ACG​GGG
		Reverse: CCA​TCC​AGT​GAC​CTG​GGG​AT
*Tgfbr1*	TGFβ receptor 1	Forward: GGCCGGGCCACAAAC
		Reverse: AAA​CAC​TGT​AAT​GCC​TTC​GCC
*Tgfbr2*	TGFβ receptor 2	Forward: ACG​TTC​CCA​AGT​CGG​ATG​TG
		Reverse: TTC​AGT​GGA​TGG​ATG​GTC​CT
*Tnfrsf1a*	TNF receptor 1	Forward: AAA​GGG​CAC​CTT​TAC​GGC​TT
		Reverse: ACC​TGG​GAC​ATT​TCT​TTC​CGA
*Tnfrsf1b*	TNF receptor 2	Forward: TAA​GTG​TCC​TCC​TGG​CCA​AT
		Reverse: CCT​GGG​TAT​ACA​TGC​TTG​CCT
*Vim*	Vimentin	Forward: CGG​AAA​GTG​GAA​TCC​TTG​CAG​G
		Reverse: AGC​AGT​GAG​GTC​AGG​CTT​GGA​A

### RNA-Seq and Bioinformatic Analysis

Total RNA was submitted to RNA-seq analysis by the WELGENE company, Taiwan. Fragments per kilobase per million (FPKM) reads of control (shCtrl) and glucocorticoid receptor knockdown (shGR1 and shGR2) were used to identify differentially expressed genes in the glucocorticoid receptor knockdown vs. control cells. To exclude the sequencing background, genes with FPKM less than 0.3 (Ramsköld et al., 2009) were defined as “non-expressed” genes and were excluded from the bioinformatic analysis. Genes with FPKM greater than 0.3 under any experimental conditions were selected for further analysis. Positive regulators for the vasopressin responses are genes that were downregulated in the glucocorticoid receptor knockdown vs. control cells, that is, genes with FPKM ratios (shGR/shCtrl) less than 1. Negative regulators for the vasopressin responses are genes that were upregulated in the glucocorticoid receptor knockdown vs. control cells, that is, genes with FPKM ratios (shGR/shCtrl) greater than 1. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was conducted using the DAVID Bioinformatics Resources (DAVID) (Huang et al., 2009a; Huang et al., 2009b). Chi-squared tests were performed to evaluate the significance of the regulated pathways.

### Immunoblotting

The cell proteins were dissolved in a protein sample buffer (1% Triton X-100, 50 mM Tris, 150 mM NaCl, 2 mM EDTA, and 0.5% SDC) with protease and phosphatase inhibitors. The protein concentrations were measured with bicinchoninic acid (Cat. 23225, Thermo-Fisher, United States). In general, 20 μg protein was mixed with 5X loading buffer (7.5% SDS, 30% glycerol, 50 mM Tris, pH 6.8, 200 mM DTT (dithiothreitol) and bromophenol blue a few), separated on a 10% SDS-PAGE gel at 15 mA, 160 V in 1X SDS-PAGE running buffer (25 mM Tris, 192 mM glycine, and 0.1% SDS) for 100 min. The separated proteins in the gel were transferred to a nitrocellulose membrane (Cat. 10600004, GE Healthcare Life Science, United States) in 1X Fairbank buffer (25 mM Tris, 192 mM glycine, and 20% (V/V) methanol) with 200 mA for 1 h. The membrane was incubated on a shaker at room temperature for 1 h with blocking buffer 0.1% BSA in 1X TBS-T (20 mM Tris, 150 mM NaCl, and 0.1% Tween 20). After the removal of the blocking buffer, the membrane was incubated overnight with the primary antibody diluted in the blocking buffer. The antibodies were as follows: α-SMA (Cat. 14968, α-smooth muscle actin) and phospho-ERK1/2 (Cat. 4370) from Cell Signaling, United States; α-tubulin (Cat. GTX112141) and GR (Cat. GTX101120) from GeneTex, Taiwan; Akt1/2/3 (Cat. sc-8312), AQP2 (Cat. sc-9880), ERK (Cat. sc-153), phospho-Akt (Cat. sc-7958-R), and vimentin (Cat. sc-373717) from Santa Cruz, United States; or β-actin (Cat. A5441) from Sigma-Aldrich, United States. The next day, the membrane was washed three times (10 min each) with TBS-T on a shaker and incubated with the secondary antibody (diluted in the blocking buffer) for 1 h on a shaker at room temperature. The secondary antibodies were as follows: IRDye 800 goat anti-rabbit (Cat. 926–32211), IRDye 800 donkey anti-goat (Cat. 926–32214), or IRDye 680 goat anti-mouse (Cat. 926–68020) from LI-COR, United States. Finally, the membrane was washed three times with TBS-T before visualization and quantification using a near-infrared fluorescence Odyssey scanner and software (LI-COR, United States). The choice for loading control, β-actin, or α-tubulin depended on the molecular weights of the target proteins and the species of the antibodies.

### Surface Biotinylation

After experiments, the cells on Transwell^®^ were first incubated at 4°C for 20 min to minimize cellular activities including vesicular trafficking. The apical sides of the cells were washed with cold PBS-CM (1 mM MgCl_2_ and 0.1 mM CaCl_2_ in 1X PBS (phosphate-buffered saline), pH 6.4) three times prior to incubation for 30 min at 4°C with 20 mM NaIO_4_ (in PBS-CM) to oxidize glycosylated proteins on the cell surface. After three washes with cold PBS-CM, the cells were incubated with 5 mM biocytin hydrazide in the apical side (Cat. 28020, Thermo-Fisher, United States) to label oxidized apical surface proteins with biotin. After the labeling, 50 mM NH_4_Cl was added to the apical side to stop the reaction. Thereafter, both apical and basolateral sides were washed with PBS-CM three times and continued to immunofluorescence confocal microscopy.

### Immunofluorescence Confocal Microscopy

The mpkCCD cells grown on Transwell^®^ were washed with ice-cold PBS-CM three times prior to fixation with 4% paraformaldehyde (in PBS-CM) for 20 min at room temperature. The cells were then washed with PBS-CM three times before being treated with membrane permeabilization buffer (0.3% Triton X-100, 0.1% BSA (bovine serum albumin), and 1 mM NaN_3_ in 1X PBS) for 30 min at room temperature. To block non-specific binding, the cells were incubated with IF blocking buffer (1% BSA, 0.05% saponin, 0.2% gelatin, and 1 mM NaN_3_ in 1X PBS) for 30 min at room temperature before being incubated with the primary AQP2 antibody (Wang et al., 2017) at 4°C overnight. The surface-labeled biotin was stained using Alexa Fluor™ 594 streptavidin (Cat. S32356, Invitrogen, United States). After washing with IF washing buffer (0.1% BSA, 0.05% saponin, 0.2% gelatin, and 1 mM NaN_3_ in 1X PBS) three times, the cells were incubated with the secondary antibody for 1 h at room temperature. The cell nuclei were stained with DAPI (4′,6-diamidino-2-phenylindole, 1 μg/ml in 1X PBS) at room temperature for 10 min. After two washes with PBS-CM, the cells were mounted in a fluorescence mounting medium (Cat. S3023, Agilent Technologies, United States) and covered with a cover glass. Confocal images were acquired using a Zeiss LSM880 microscope and processed by ZEN Blue software. Quantification of the images was performed by Zen software (Black edition, Carl Zeiss Microscopy, United States). For colocalization measurements of two proteins, the fluorescence signals from each protein were determined with a set threshold value based on background noise, that is, no primary antibody (or no phalloidin) staining control. Colocalization was calculated as a percentage of the pixels that are doubly positive for two proteins divided by the pixels that were positive for one protein.

## Results

### RNA-Seq Transcriptomic Analysis Revealed Pathways Regulated by the Glucocorticoid Receptor

To identify pathways regulated by the glucocorticoid receptor for the vasopressin-induced *Aqp2* gene expression (Kuo et al., 2018), we compared transcriptomes of the mpkCCD cells with or without stable glucocorticoid receptor knockdown (Ho et al., 2021). Figure 1A characterizes the responses of these cells to the vasopressin V2 receptor-specific analog dDAVP vs. vehicle. In the control cells without glucocorticoid receptor knockdown, dDAVP induced a 22.5-fold increase in AQP2 mRNA compared to unity under the vehicle conditions (Figure 1A, shCtrl, vehicle vs. dDAVP). The dDAVP-induced increases in AQP2 mRNA were diminished in the glucocorticoid receptor knockdown cells with two different small-hairpin sequences (Figure 1A, shGR1 and shGR2, vehicle vs. dDAVP), confirming the effects of glucocorticoid receptor knockdown on the vasopressin-induced *Aqp2* gene expression (Ho et al., 2021). 

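Nr3c1, the gene of the glucocorticoid receptor on chromosome 18 (39410545 to 39519421, GRCm38), was at 30.2 FPKM in the shCtrl cells, 4.41 FPKM in the shGR1 cells and 9.13 FPKM in the shGR2 cells. The knockdown cells thus held 14.6% (shGR1) and 30.3% (shGR2) of the control level, a mean log2 ratio of -2.25 ± 0.74 (SD, n = 2 knockdown lines), and the targeted transcript was lower in both lines that the labels name as its knockdowns. The abundances are those of mpkCCD cells, a mouse line used as a model of the principal cells of the kidney collecting duct, which carried a control hairpin (shCtrl) or 1 of 2 hairpins against the receptor (shGR1 and shGR2) and received no dDAVP (0 nM). One library was sequenced from each line, 3 libraries in all, so the difference of a single line from the control has no replicate check, and the SD beside a mean log2 ratio is the spread between the 2 knockdown lines. The authors quantified 128603 Ensembl transcripts as FPKM, the abundance unit of the paper, and the submitters' processing notes name bcl2fastq 2.20, HISAT2, Cufflinks 2.2.1 and Cuffdiff. Read counts were not analysed here. The FPKM of a library summed to 462522 (shCtrl), 435341 (shGR1) and 427704 (shGR2). From the smallest FPKM steps of genes with a single transcript, 1 fragment was worth roughly 0.964 times as much FPKM in shGR1 (288 genes) and 0.880 times as much in shGR2 (323 genes) as in shCtrl, a crude measure that puts the depths of the libraries close together. From there, the FPKM of all transcripts of a gene symbol were summed, a gene over 0.3 FPKM in any library was taken as expressed, and the ratio of each knockdown line to the control was taken with no pseudocount. The median log2 ratio of the expressed genes was -0.03 for shGR1 and -0.07 for shGR2 with the FPKM used as deposited. Gene positions are those of GENCODE M21 on GRCm38: the deposited loci span the GENCODE M21 position for 98.5% of the 127971 transcripts found there, whereas the processing notes name GRCm39.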

RNA-seq was performed to analyze the transcriptomes of these cells (shCtrl, shGR1, and shGR2) under the vehicle conditions (i.e., without dDAVP stimulation). A total of 22,025 genes were quantified. Among them, 9,836 genes with an FPKM <0.3 under all experimental conditions (i.e., shCtrl, shGR1, and shGR2 cells under vehicle condition) were considered non-expressed (Figure 1B) (Ramsköld et al., 2009). Furthermore, 5,394 and 3,785 genes showed decreases and increases, respectively, in the transcript abundance in the glucocorticoid receptor knockdown cells (Figure 1C). 

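Most markers of the proximal tubule, the loop of Henle and distal tubule, and the endothelium were among the non-expressed genes. They were counted over lists that, like all gene lists used here, were fixed before the deposited data were examined but with the paper known. Several other lists share their theme with pathways that the paper found on these 3 libraries (Tables 2 and 3). The values of those lists are not independent evidence. Of 12 proximal tubule genes, 3 were over 0.3 FPKM in any line, and the phosphate transporter Slc34a1 and the organic anion transporter Slc22a6 were listed at 0 in each. Of 9 genes of the loop of Henle and distal tubule, 3 were expressed, the highest being Pvalb, the calcium-binding protein parvalbumin, at 0.708 FPKM in shCtrl. Endoglin (Eng) was the only expressed gene of 8 endothelial markers, at 0.315 FPKM in shCtrl. Leukocyte markers were expressed in 5 of 10 cases, led by the macrophage receptor gene Csf1r at 18.2 FPKM in shCtrl, and fibroblast markers in 7 of 9, led by decorin (Dcn) at 3.13 FPKM. Among principal cell genes, the mineralocorticoid receptor gene Nr3c2 stayed at 0.125, 0.238 and 0.265 FPKM and Scnn1b, the β subunit of the epithelial sodium channel, at 0.101, 0.198 and 0.256 FPKM in shCtrl, shGR1 and shGR2. In total, 36365 of 51803 gene symbols were not over 0.3 FPKM in any of the 3 libraries and 15438 were. The genes over 0.3 FPKM numbered 14457 in shCtrl, 14388 in shGR1 and 14484 in shGR2. Of 21991 protein-coding symbols, 9812 were not over 0.3 FPKM in any library and 12179 were, a division by gene type that was chosen after seeing the data.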

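The genes with the lowest ratios in the knockdown cells included the glucocorticoid-induced genes Zbtb16 and Sgk1. Zbtb16, a zinc finger transcription factor induced by glucocorticoids, was at 10.0 FPKM in shCtrl and at 0.167 and 0.137 FPKM in shGR1 and shGR2, a mean log2 ratio of -6.05 ± 0.20 (SD, n = 2 knockdown lines, as for all ratios that follow). Sgk1, the serum- and glucocorticoid-induced kinase that activates the epithelial sodium channel, was at 99.8, 2.36 and 3.92 FPKM, a log2 ratio of -5.04 ± 0.52. The sulfotransferase gene Sult1d1 had a log2 ratio of -5.78 ± 0.59. The other genes among the 12 lowest with a mean of at least 1 FPKM were Spink8, Cited4, Gsdmc4, Fcgbp, Fxyd4, Mlph, Gsdmc2, Cbr2 and Arl4d, the last at -3.72 ± 0.02. Gsdmc2 and Gsdmc4 are close paralogs on chromosome 15 that can share reads, so their values are uncertain. Of the 15438 expressed genes of all types, 6758 (43.8%) were lower and 4904 (31.8%) higher than shCtrl in both knockdown lines. Another 1423 were lower in shGR1 alone and 2206 in shGR2 alone. Among protein-coding genes, a setting chosen after seeing the data, 5387 were lower and 3928 higher in both lines. The excess of lower genes depended on the normalization. Median-centred ratios gave 5891 lower and 5792 higher genes, and the higher genes were more numerous with quantile normalization (5485 lower and 6172 higher), with a trend on abundance removed (5679 and 5789) and with a trend on transcript length removed (5625 and 5736). A difference of at least 2-fold in both lines was found for 565 lower and 392 higher genes. With limma on log2(FPKM + 0.1), in which the knockdown lines give the spread and the single control library is assumed to vary as they do, 0 genes passed a Benjamini-Hochberg adjusted p under 0.05, and 1458 lower and 699 higher genes had an unadjusted p under 0.05. These were 1121 and 1138 with quantile normalization, 1104 and 1012 with a trend on transcript length removed, and 1408 and 1134 with median-centred ratios. The smallest adjusted p, 0.199, belonged to Arl4d and the clone-named gene AC154550.1. Of 10 alternative settings, median-centred ratios called 155 lower and 66 higher genes, robust moderation called 82 and 28, and the other 8 called 0. Leaving out 77 genes listed at 0 in both knockdown libraries, a setting chosen after seeing the data, gave 173 lower and 65 higher genes.

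**Figure D1:**
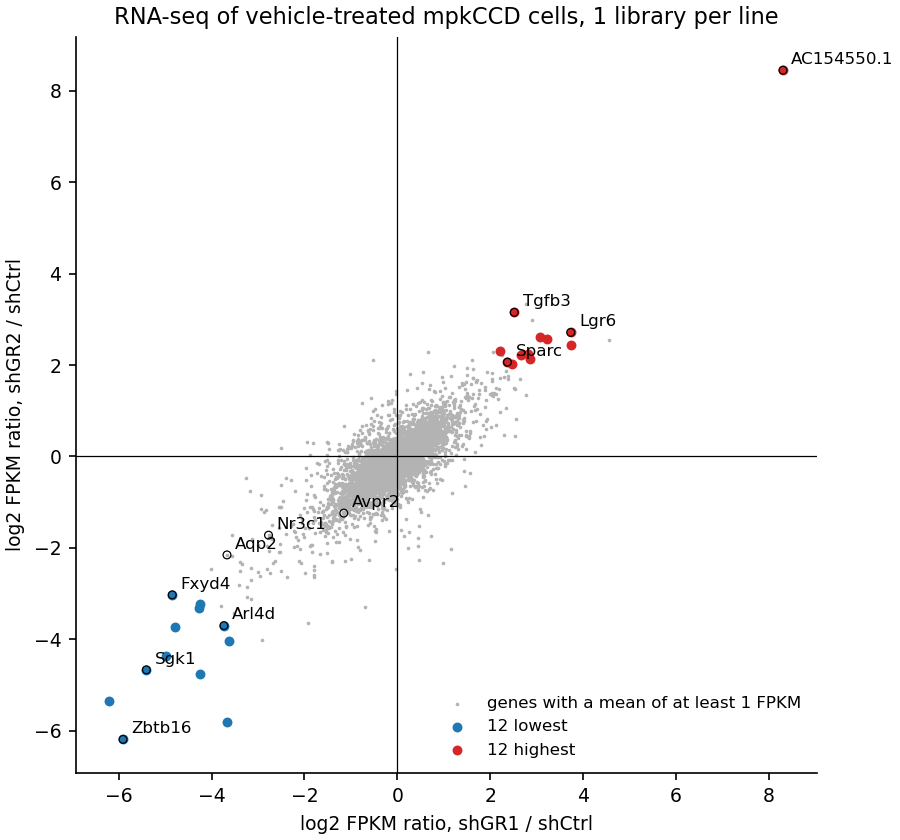
Log2 ratio of FPKM to shCtrl in shGR1 (x axis) and shGR2 (y axis) for genes with a mean of at least 1 FPKM, 1 library per line. Blue points are the 12 lowest and red points the 12 highest genes by mean log2 ratio, and open circles mark genes named on the plot, with Zbtb16 at -5.91 and -6.19 and Lgr6 at 3.73 and 2.71.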

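Targets of the glucocorticoid receptor and genes of the principal cell were lower in the knockdown cells as groups. Of 24 genes known to be induced by glucocorticoids, 21 were expressed, 15 of them lower in both knockdown lines, 5 higher and 1 opposite between the lines. Tsc22d3, the glucocorticoid-induced leucine zipper, was at 257, 36.9 and 46.9 FPKM in shCtrl, shGR1 and shGR2 (mean log2 ratio -2.63 ± 0.25, SD over the 2 lines), and Scnn1a, the α subunit of the epithelial sodium channel, at 168, 21.7 and 27.2 FPKM (-2.79 ± 0.23). The 5 higher members, named after their values were seen, were Dusp1, Ddit4, Errfi1, Angptl4 and Cdkn1c, with Angptl4, a lipoprotein lipase inhibitor, the highest at 1.65 ± 0.38. The median log2 ratio of the group was -0.65, at percentile 0 among 10000 random lists of the same size matched on mean expression. Of 20 principal cell genes, 16 were expressed, with 11 lower, 1 higher and 4 opposite, and a median of -0.54 (percentile 0). Fxyd4, a regulator of the sodium pump, was at 30.7, 1.07 and 3.76 FPKM (-3.94 ± 1.29), and the higher gene was Aqp3, the basolateral water channel. Sgk1 and Scnn1a belong to both groups. The introduction gave a list of 8 regulators of Aqp2 transcription, namely 6 transcription factors, the glucocorticoid receptor and its co-activator α-actinin 4. Of these, 7 were expressed, 5 lower and 2 higher, with Ehf at -1.12 ± 0.12, Elf3 at -0.51 ± 0.11 and Gata3 at -0.41 ± 0.08. The list median was -0.41 (percentile 0.605), in a list that holds the targeted gene Nr3c1, lower by design. Markers of the acid-base transporting intercalated cell were expressed in 5 of 14 cases. The ammonia channel Rhcg (-1.80 ± 0.99), carbonic anhydrase Car2 (-1.08 ± 0.05) and the proton pump subunit Atp6v1b1 (-1.04 ± 0.11) were lower and the other 2 higher, for a median of -1.04 (percentile 0.02). None of these genes passed limma's Benjamini-Hochberg adjustment over all genes. At an unadjusted p under 0.05, 11 glucocorticoid-induced genes were lower and 3 higher, and 10 principal cell genes were lower and 1 (Aqp3) higher. When adjusted over the list alone, 8 lower and 1 higher (Errfi1) glucocorticoid-induced genes, 10 lower principal cell genes, 4 lower transcription factors (Ehf, Elf3, Nr3c1 and Gata3) and 2 lower intercalated cell genes (Car2 and Atp6v1b1) passed.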

The 5,394 decreased genes were considered the positive regulators of vasopressin responses because their decreases reduced the vasopressin-induced *Aqp2* gene expression. 

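Cytosolic ribosomal protein genes were lower in the knockdown cells, as were those of oxidative phosphorylation before a trend on transcript length was removed. Table 2 holds pathways of the themes that follow, found on these same libraries, so these lists are not independent evidence. Of 79 cytosolic ribosomal protein genes, 67 were lower and 5 higher in both knockdown lines, with a median log2 ratio of -0.36 (percentile 0 among lists matched on expression). Rpl23a was at -1.05 ± 0.09, Rps27 at -0.91 ± 0.35 and Rpl37a at -0.90 ± 0.00 (SD over the 2 lines), while Rpl17 was higher at 0.98 ± 0.06; all of these can share reads with pseudogenes, so single values are uncertain. Of 70 expressed nuclear genes of oxidative phosphorylation, 50 were lower and 12 higher (median -0.21, percentile 0), among them Uqcr10 of complex III (-0.70 ± 0.04) and Cox8a of complex IV (-0.64 ± 0.01). Short transcripts were lower as a class. Over 10 equal bins of genes by transcript length, the median was -0.19 in the bin of the shortest transcripts, up to 699 nt, and 0.01 in the bin of the longest. Without the ribosomal and respiratory chain genes the shortest bin had a median of -0.17. With a loess trend on transcript length removed, the ribosomal median was -0.20, at percentile 0.085 among lists matched on expression and length, and that of oxidative phosphorylation was -0.06, at percentile 23.1. The 13 mitochondrially encoded genes included 10 lower and 0 higher genes, with a median of -0.16 (percentile 14.0, or -0.15 in shGR1 and -0.25 in shGR2). That median became 0 under quantile normalization, a setting chosen after seeing the data. Quantile normalization gives equal values to genes of equal rank, so a ratio of exactly 0 follows from an unchanged rank. Of 28 lysosomal genes, 18 were lower and 5 higher (median -0.14, percentile 8.25, or 2.34 with the length trend removed and lists matched on length as well; -0.08 in shGR1 and -0.16 in shGR2), led by the membrane protein gene Scarb2 at -0.94 ± 0.44. Of 16 glycolytic genes, 8 were lower and 4 higher, and their median of -0.05 turned to 0.02 with the length trend removed and, in settings chosen after seeing the data, to 0.02 with a trend on GC content removed and to 0.06 with quantile normalization or with a trend on abundance removed. In the circadian clock, 7 of 13 expressed genes were lower and 5 higher (median -0.12, percentile 25.4, or -0.18 in shGR1 and -0.06 in shGR2). The repressors Per1 (-2.11 ± 0.18) and Per2 (-1.23 ± 0.20) were lower and Per3 (0.82 ± 0.38) was higher. Over all genes, 0 of these members passed limma's Benjamini-Hochberg adjusted p under 0.05. Adjusted over the list alone, 27 lower and 1 higher (Rpl17) ribosomal protein genes, 2 lower mitochondrially encoded genes (mt-Co2 and mt-Nd3) and 2 lower clock genes (Per1 and Per2) passed. No member of the other 3 lists did. At an unadjusted p under 0.05, 44 ribosomal protein genes were lower and 3 higher, 20 respiratory chain genes were lower, and so were 3 lysosomal genes, including Neu1.

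**Figure D2:**
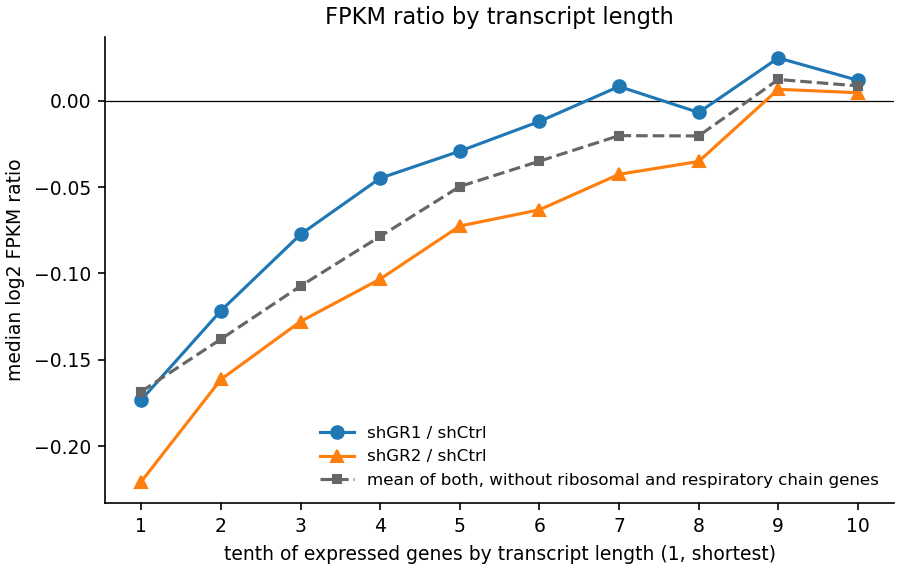
Median log2 ratio of FPKM to shCtrl (y axis) over 10 bins of expressed genes from the shortest to the longest transcripts (x axis), for shGR1 (circles), shGR2 (triangles), and the mean of both without ribosomal and respiratory chain genes (squares). The shortest bin lies at -0.17 for shGR1 and -0.22 for shGR2.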

Table 2 shows 55 KEGG pathways associated with these positive regulators including “vasopressin-regulated water reabsorption”. The 3,785 increased genes were considered the negative regulators of vasopressin responses as their increases reduced the vasopressin-induced *Aqp2* gene expression. 

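The genes with the highest ratios in the knockdown cells included the growth factor genes Tgfb3 and Fgf5 and the matrix genes Sparc and Tnc. Tgfb3, a TGFβ ligand, was at 1.39 FPKM in shCtrl and at 7.93 and 12.3 FPKM in shGR1 and shGR2, a mean log2 ratio of 2.83 ± 0.45 (SD over the 2 lines). Sparc, a collagen-binding matrix protein, was at 3.67, 18.9 and 15.3 FPKM (2.22 ± 0.22), the matrix glycoprotein gene Tnc at 2.53 ± 0.41 and the growth factor gene Fgf5 at 2.26 ± 0.07. Lgr6, a receptor for R-spondins, had a log2 ratio of 3.22 ± 0.72. The water channel gene Aqp5 was at 0.804, 4.46 and 3.26 FPKM (2.25 ± 0.32), and it lies next to Aqp2 on chromosome 15. The other genes among the 12 highest with a mean of at least 1 FPKM were Creb5, Rap1gap, Ramp2, Dennd2a, Map3k7cl and AC154550.1. The last has no position in GENCODE M21 and was at 0.0191, 6.03 and 6.69 FPKM, a value that is uncertain where reads are shared with an overlapping gene. By limma with Benjamini-Hochberg adjustment, the adjusted p of these 12 genes lay between 0.199 (AC154550.1) and 0.311 (Creb5).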

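Cell division genes were higher in the knockdown cells. Table 3 holds pathways of the themes that follow, found on these same libraries, so these lists are not independent evidence. Of 35 cell cycle genes, 29 were higher and 5 lower in both knockdown lines, with a median log2 ratio of 0.31 (percentile 100 among lists matched on expression). The proliferation marker Mki67 was at 46.4, 76.5 and 73.3 FPKM in shCtrl, shGR1 and shGR2 (0.69 ± 0.04, SD over the 2 lines), cyclin A2 (Ccna2) at 0.66 ± 0.20, the kinetochore motor gene Cenpe at 0.69 ± 0.16 and thymidylate synthase (Tyms) at 0.61 ± 0.09. The 5 lower members, named after their values were seen, were Ccne2, Ccnd1, Mcm2, Mcm3 and Rrm2. Of 23 DNA repair genes of the Fanconi anemia and homologous recombination pathways, 17 were higher and 2 lower (median 0.20, percentile 99.9, or 0.29 in shGR1 and 0.10 in shGR2), including Fanci (0.80 ± 0.20) and Brca1 (0.53 ± 0.13). Of 24 cholesterol synthesis genes, 17 were higher and 2 lower (median 0.29, percentile 100, or 0.39 in shGR1 and 0.13 in shGR2), among them Dhcr7 (0.85 ± 0.21). Splicing and mRNA export genes were higher in 20 and lower in 5 of 35 cases (median 0.09, percentile 99.5). Prpf3 was at 0.44 ± 0.07, and the splicing factors Srsf5 (-0.28 ± 0.09) and Srsf2 (-0.28 ± 0.08) were lower. No member of these 4 lists passed limma's Benjamini-Hochberg adjustment, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 12 cell cycle genes were higher and 1 lower, and 4 DNA repair genes, 3 cholesterol synthesis genes (Dhcr7, Acat2 and Insig1) and 2 splicing and export genes were higher.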

Table 3 shows 42 KEGG pathways associated with these negative regulators including the “TNF signaling pathway” and “TGFβ signaling pathway.” Chi-squared tests assured statistical significance in the alterations of the aforementioned three KEGG pathways in the glucocorticoid receptor knockdown cells (Table 4).

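The components that the paper lists for the TGFβ pathway had a larger share of higher genes than the rest of the transcriptome. The share of lower genes among the listed vasopressin components depended on the normalization. Of the 20 expressed components listed for vasopressin-regulated water reabsorption, 11 (55.0%) were lower in both knockdown lines, compared with 43.8% of the 15418 other expressed genes. With quantile normalization these shares were 35.0% and 35.5%, with median-centred ratios 40.0% and 38.2%, and with a trend on transcript length removed 40.0% and 36.4%. Of 38 expressed TGFβ pathway components, from ligand traps to Smad proteins, 18 (47.4%) were higher, compared with 31.7% of 15400 other genes, and in the same 3 settings the shares were 60.5% and 39.9%, 57.9% and 37.5%, and 52.6% and 37.1%. Of the 92 components that Table 4 counts for the TNF pathway, the paper lists 61 different ones. Among these, 53 were expressed and 28 (52.8%) were higher, compared with 31.7% of 15385 other genes. In the same 3 settings the shares were 56.6% and 39.9%, 54.7% and 37.5%, and 52.8% and 37.1%. These shares do not cover the TNF pathway, since the list is incomplete. Tables 2 and 3 count 20 lower genes of the vasopressin pathway and 27 higher genes of the TGFβ pathway, compared with 11 and 18 listed. The shares of these lists may therefore not cover their pathways either. The chi-squared statistics of the vasopressin and TGFβ pathways, without continuity correction, were 1.03 and 4.28. They are given without a p-value, since genes of the same 3 libraries are not replicates, and since the pathways were chosen on these libraries the counts are not independent evidence. With all 51803 gene symbols as the background, a setting that counts non-expressed genes as not lower or higher, the statistics were 26.5 and 37.1. The paper considers the genes lower in the knockdown cells as positive regulators of vasopressin responses, reasoning that their decreases reduced the Aqp2 expression induced by vasopressin, and considers the genes higher in them as negative regulators, since their increases reduced it. From the chi-squared tests of Table 4 it states that the alteration of these 3 pathways was significant.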

**FIGURE 1:**
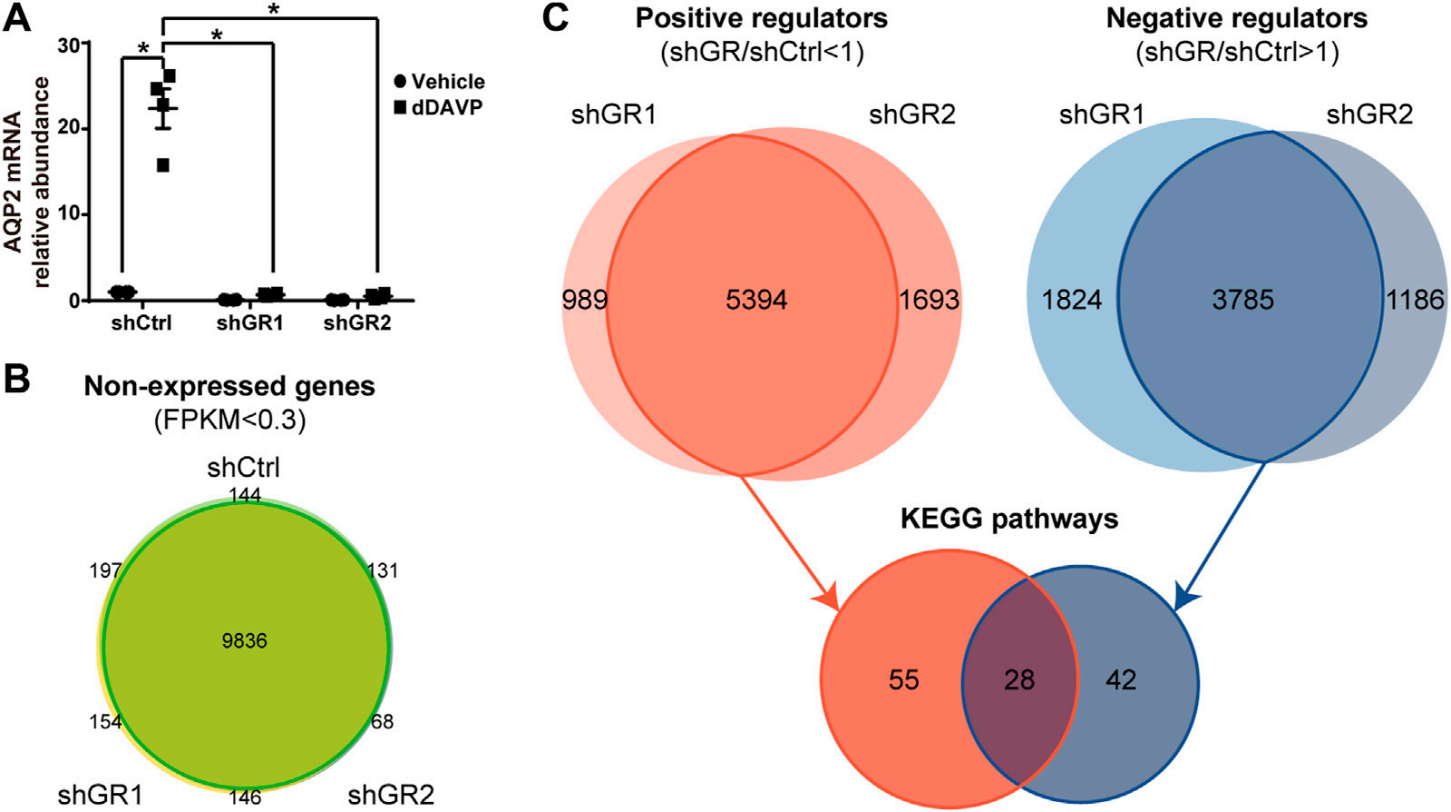
Glucocorticoid receptor knockdown altered the transcriptomic landscape of the mpkCCD cells under the vehicle conditions. **(A)** Quantitative RT-PCR measurements of the AQP2 mRNA level in control (shCtrl) and glucocorticoid receptor knockdown (shGR1 and shGR2) cells in response to vehicle vs. 1 nM vasopressin analog dDAVP for 24 h. **(B)** Venn diagram summary of the non-expressed genes in the shCtrl, shGR1, and shGR2 cells based on RNA-seq. Non-expressed genes are those with FPKM (Fragments Per Kilobase of transcript per Million) value <0.3 under all experimental conditions. **(C)** Venn diagram summary of positive and negative regulators for the *Aqp2* gene expression. Positive regulators are downregulated genes with lower FPKM in the shGR vs. shCtrl cells (shGR < shCtrl). Negative regulators are upregulated genes with higher FPKM in the shGR vs. shCtrl cells (shGR > shCtrl). Positive regulators (red line enclosed) and negative regulators (blue line enclosed) common to shGR1 and shGR2 cells were subjected to KEGG pathway analysis using the DAVID Bioinformatics.

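The enzyme gene Hsd11b2, which inactivates cortisol in principal cells, was at 27.8 FPKM in shCtrl, 19.5 FPKM in shGR1 and 55.8 FPKM in shGR2, and so belonged to neither group common to both lines. Among genes lower in both lines, transcripts of Sgk1, Scnn1a, Tsc22d3, Zbtb16 and the co-chaperone gene Fkbp5 were marked as significant for each line in the authors' deposited tables. In these tables, which compare 1 library with 1 and so the libraries rather than the conditions, 63 transcripts were marked for shGR1 and 35 for shGR2. The authors' deposited tables share 30 marked transcripts, 26 lower and 4 higher, the higher ones being of Clmn, Clu, Lgr6 and Mmp15. Both knockdown lines were compared with the same control library, which by itself gives their ratios the same sign more often than separate controls would. Among the 15025 genes with a value above 0 in all libraries, 76.2% had the same direction in both lines, compared with a mean of 66.6% and a maximum of 67.7% in 200 simulations of unchanged libraries against 1 shared control that varies as the knockdown lines do. The covariance of the log2 ratios across genes was 0.321, compared with 0.141 in the simulations. Lower in both were 6598 of these genes, against 4674 for independent lists, and higher in both 4844, against 2920. The simulations varied each gene independently, so they do not cover genes that shift together in 1 culture. The single control library cannot be split, so part of the excess may come from it.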

**TABLE 2:** KEGG pathway analysis of the positive regulators.

	Count	%	*p*-value
2-Oxocarboxylic acid metabolism	10	0.2	3.10E-02
Adipocytokine signaling pathway	26	0.5	4.80E-02
Alzheimer’s disease	82	1.6	2.10E-09
Amyotrophic lateral sclerosis (ALS)	20	0.4	4.00E-02
Arginine biosynthesis	10	0.2	3.10E-02
Bacterial invasion of epithelial cells	33	0.6	1.70E-03
Biosynthesis of amino acids	39	0.7	3.00E-06
Biosynthesis of antibiotics	94	1.8	3.80E-09
Carbon metabolism	63	1.2	6.90E-11
Central carbon metabolism in cancer	26	0.5	1.10E-02
Circadian rhythm	16	0.3	4.60E-03
Citrate cycle (TCA cycle)	17	0.3	2.30E-03
Collecting duct acid secretion	14	0.3	8.70E-03
Fatty acid elongation	17	0.3	1.00E-04
Fructose and mannose metabolism	17	0.3	4.90E-03
Glutathione metabolism	23	0.4	1.20E-02
Glycerophospholipid metabolism	35	0.7	1.20E-02
Glycine, serine, and threonine metabolism	21	0.4	6.70E-04
Glycolysis/gluconeogenesis	26	0.5	1.60E-02
Glycosaminoglycan biosynthesis - chondroitin sulfate/dermatan sulfate	10	0.2	4.40E-02
Glycosylphosphatidylinositol (GPI)-anchor biosynthesis	16	0.3	2.50E-04
Glyoxylate and dicarboxylate metabolism	15	0.3	6.30E-03
HIF-1 signaling pathway	39	0.7	4.90E-03
Huntington’s disease	87	1.7	1.50E-08
Inositol phosphate metabolism	35	0.7	2.20E-05
Insulin resistance	40	0.8	1.10E-02
Lysosome	56	1.1	1.50E-06
Metabolic pathways	503	9.6	5.30E-35
Metabolism of xenobiotics by cytochrome P450	24	0.5	3.80E-02
N-Glycan biosynthesis	26	0.5	9.60E-05
Non-alcoholic fatty liver disease (NAFLD)	80	1.5	1.00E-11
Other glycan degradation	11	0.2	6.00E-03
Oxidative phosphorylation	77	1.5	9.90E-14
Parkinson’s disease	75	1.4	1.00E-10
Pentose phosphate pathway	16	0.3	3.10E-03
Peroxisome	32	0.6	1.00E-02
Phosphatidylinositol signaling system	42	0.8	1.80E-04
Proximal tubule bicarbonate reclamation	11	0.2	3.20E-02
Purine metabolism	62	1.2	5.20E-03
Pyruvate metabolism	18	0.3	9.80E-03
Regulation of autophagy	18	0.3	1.90E-05
Ribosome	94	1.8	2.60E-23
SNARE interactions in vesicular transport	17	0.3	3.40E-03
Sphingolipid metabolism	24	0.5	5.90E-04
Sphingolipid signaling pathway	45	0.9	7.30E-03
Sulfur metabolism	7	0.1	1.10E-02
Sulfur relay system	9	0.2	4.60E-04
Synaptic vesicle cycle	26	0.5	6.70E-03
Thyroid hormone signaling pathway	39	0.7	3.40E-02
Toxoplasmosis	36	0.7	4.00E-02
Tuberculosis	57	1.1	3.00E-02
Valine, leucine, and isoleucine degradation	27	0.5	3.40E-04
Vasopressin-regulated water reabsorption	20	0.4	5.40E-03
VEGF signaling pathway	24	0.5	1.80E-02

**TABLE 3:** KEGG pathway analysis of the negative regulators.

	Count	%	*p*-value
Adherens junction	24	0.6	1.70E-03
Amino sugar and nucleotide sugar metabolism	15	0.4	3.40E-02
Axon guidance	31	0.8	5.00E-02
B-cell receptor signaling pathway	21	0.6	1.30E-02
Bladder cancer	13	0.4	4.00E-02
Cell cycle	59	1.6	1.90E-14
Chagas disease (American trypanosomiasis)	27	0.7	2.60E-02
Colorectal cancer	21	0.6	4.40E-03
Cytosolic DNA-sensing pathway	17	0.5	7.60E-02
DNA replication	15	0.4	1.30E-03
Dorso-ventral axis formation	11	0.3	6.20E-03
Epstein–Barr virus infection	40	1.1	6.30E-04
Fanconi anemia pathway	27	0.7	3.60E-08
Focal adhesion	51	1.4	7.00E-03
GnRH signaling pathway	22	0.6	7.20E-02
Hepatitis B	45	1.2	8.40E-05
Hepatitis C	35	0.9	1.40E-02
Herpes simplex infection	51	1.4	7.70E-03
Hippo signaling pathway	39	1.1	8.80E-03
Homologous recombination	15	0.4	7.20E-05
HTLV-I infection	68	1.8	1.70E-03
Leishmaniasis	18	0.5	4.10E-02
Lysine degradation	19	0.5	1.90E-03
MAPK signaling pathway	65	1.8	5.70E-04
Mismatch repair	10	0.3	7.80E-03
mRNA surveillance pathway	40	1.1	5.20E-08
Oocyte meiosis	38	1	3.50E-05
Osteoclast differentiation	32	0.9	2.30E-02
PI3K-Akt signaling pathway	80	2.2	6.30E-03
Progesterone-mediated oocyte maturation	23	0.6	3.80E-02
Ras signaling pathway	54	1.5	1.30E-02
Renal cell carcinoma	24	0.6	7.10E-04
Ribosome biogenesis in eukaryotes	30	0.8	7.80E-05
RNA degradation	32	0.9	7.30E-06
RNA transport	58	1.6	1.70E-07
Spliceosome	54	1.5	4.90E-10
Steroid biosynthesis	9	0.2	9.80E-03
T-cell receptor signaling pathway	26	0.7	3.60E-02
Terpenoid backbone biosynthesis	9	0.2	3.40E-02
TGF-beta signaling pathway	27	0.7	1.80E-03
TNF signaling pathway	32	0.9	2.50E-03
Viral carcinogenesis	54	1.5	1.60E-02

**TABLE 4:** Chi-squared tests of selected KEGG pathways regulated by glucocorticoid receptor.

1. Vasopressin-regulated water reabsorption pathway		
	Downregulated gene numbers	Not Downregulated gene numbers
Genes that belong to the pathway	11	11
Genes that do not belong to the pathway	3,774	20,911
The Chi-squared statistic is 20.415 with a *p*-value <0.00001.		
**2. TNF signaling pathway**		
	**Upregulated gene numbers**	**Not upregulated gene numbers**
Genes that belong to the pathway	30	62
Genes that do not belong to the pathway	5,364	19,251
The Chi-squared statistic is 6.2845 with a *p*-value of 0.01218.		
**3. TGFβ signaling pathway**		
	**Upregulated gene numbers**	**Not upregulated gene numbers**
Genes that belong to the pathway	18	35
Genes that do not belong to the pathway	5,374	19,278

The Chi-square statistic is 4.5854 with a p-value of 0.032245.

### Quantitative RT-PCR Confirmed Partly the RNA-Seq Results

Figure 2A plots the “vasopressin-regulated water reabsorption” KEGG pathway. Among the 22 components in the pathway, 11 of them showed decreases in transcript abundance in the glucocorticoid receptor knockdown cells by RNA-seq analysis. 

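The water channel, its hormone receptor and the adenylyl cyclase between them were the lowest of the listed components. Aqp2, on chromosome 15 (99579055 to 99584547, GRCm38), was at 9.55 FPKM in shCtrl, 0.751 FPKM in shGR1 and 2.14 FPKM in shGR2, a mean log2 ratio of -2.91 ± 1.07 (SD, n = 2 knockdown lines). Avpr2, the vasopressin V2 receptor gene on chromosome X (73892102 to 73895502), was at 28.5, 12.8 and 12.1 FPKM (-1.20 ± 0.06). Adcy6, the adenylyl cyclase on chromosome 15 (98589973 to 98610076), was at 41.9, 30.2 and 30.4 FPKM (-0.47 ± 0.01). Of 22 components, 20 were expressed, 11 of them lower, 6 higher and 3 opposite between the lines, with a median log2 ratio of -0.10 at percentile 22.3 of lists matched on expression (-0.15 in shGR1 and -0.06 in shGR2). Vesicle proteins of AQP2 trafficking were among the lower ones, with the SNARE gene Vamp2 at -0.33 ± 0.14 and Rab11a at -0.17 ± 0.07, as was the dynein light intermediate chain gene Dync2li1 at -0.30 ± 0.11. The higher ones included Aqp3 (0.48 ± 0.02), the dynein gene Dync1li2 (0.30 ± 0.05) and Prkaca, the catalytic subunit of protein kinase A (0.14 ± 0.10). Creb3, a transcription factor, was at -0.10 ± 0.10. Gnas, the Gs protein α subunit, was at 281, 279 and 278 FPKM (-0.01 ± 0.01), a sign that turned with median-centred ratios (0.04), with the length trend removed (0.06) and, in settings chosen after seeing the data, with quantile normalization (0.14) or a trend on abundance removed (0.08). Limma with Benjamini-Hochberg adjustment gave an adjusted p of 0.218 for Avpr2, 0.288 for Adcy6 and 0.311 for Aqp2 over all genes, and 0.0243, 0.142 and 0.0849 with the 77 genes listed at 0 in both knockdown libraries left out, a setting chosen after seeing the data. Adjusted over the list alone, 1 lower gene (Avpr2) passed, and since the study chose the pathway on these libraries the list is not independent evidence. With quantile normalization 7 components were lower, and 3 (Aqp2, Avpr2 and Adcy6) were lower by at least 1.2-fold in both lines.

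**Figure D3:**
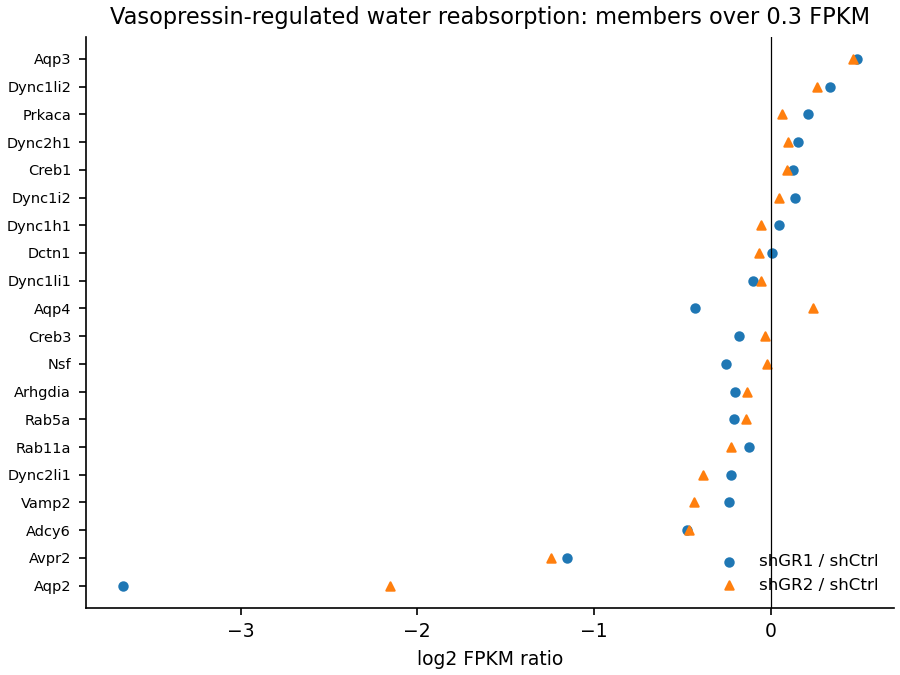
Log2 ratio of FPKM to shCtrl (x axis) for the 20 expressed components of vasopressin-regulated water reabsorption, in shGR1 (circles) and shGR2 (triangles), 1 library each. Aqp2 lies at -3.67 and -2.16 and Avpr2 at -1.15 and -1.24, with most other components near 0.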

Table 5 lists all components in the pathway. Also, four of them were elected for quantitative RT-PCR validation: vasopressin V2 receptor (Avpr2), guanine nucleotide-binding protein G(s) subunit α (Gnas), adenylyl cyclase type 6 (Adcy6), and cyclic AMP-responsive element-binding protein 3 (Creb3). Quantitative RT-PCR showed reduction in the Avpr2 transcript level in two glucocorticoid receptor knockdown cells (Figure 2B, shGR1 and shGR2), and reduction in the Adcy6 transcript level in one glucocorticoid receptor knockdown cell (Figure 2D, shGR2). No change was found in the Gnas (Figure 2C) and Creb3 (Figure 2E) transcript levels in the glucocorticoid receptor knockdown cells. The previous observations suggest that the glucocorticoid receptor maintains the Avpr2 expression. This was reassured by the expression of Avpr2 in the cells maintained in the presence of the glucocorticoid receptor agonist dexamethasone (Figure 2F, 50 vs. 0 nM Dex). Dexamethasone removal gradually reduced the Avpr2 mRNA levels without affecting cell polarization as the transepithelial resistance was similar regardless of dexamethasone (Figure 2G).

**FIGURE 2:**
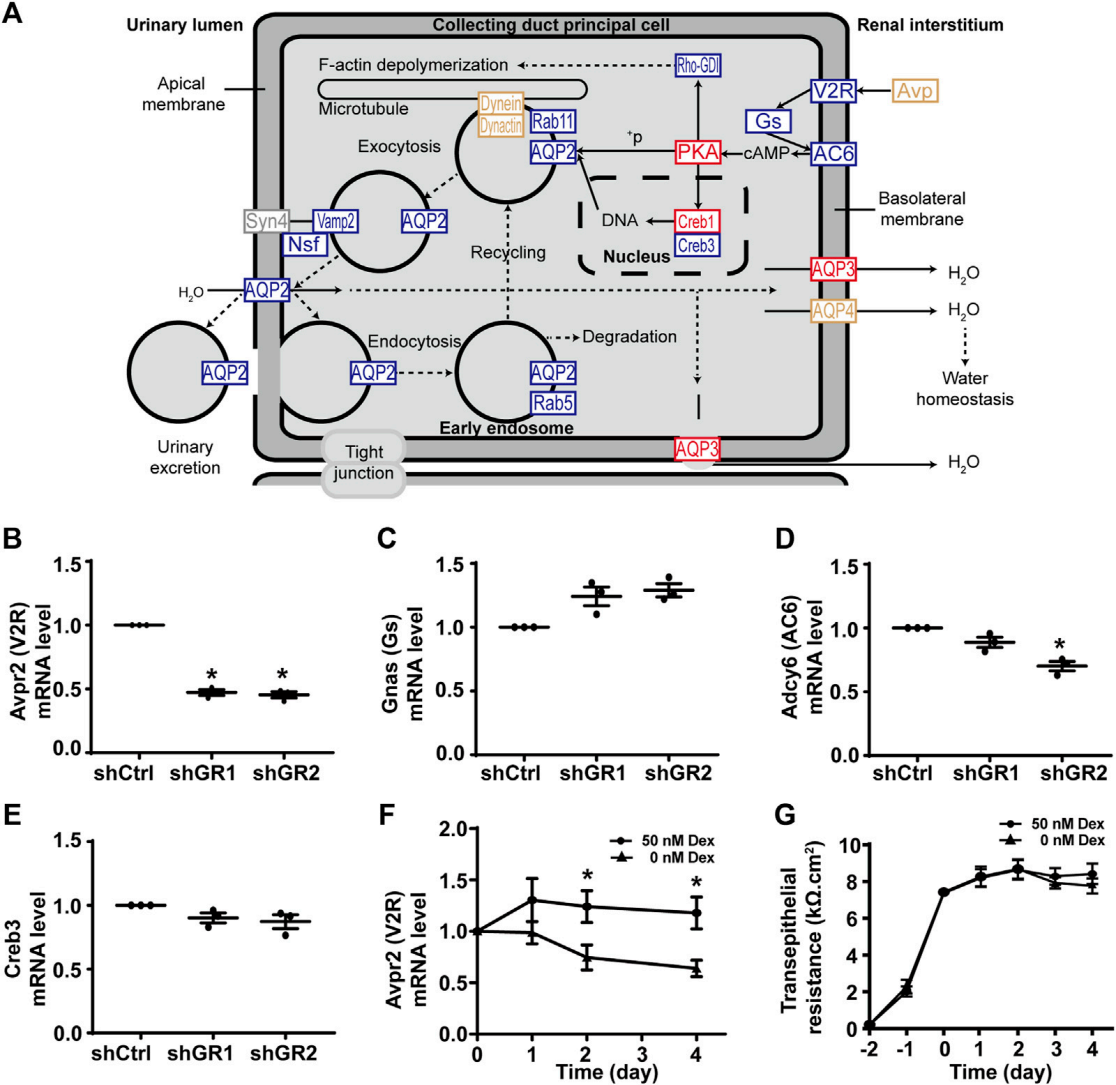
Glucocorticoid receptor knockdown suppressed the KEGG “vasopressin-regulated water reabsorption” pathway in the mpkCCD cells. **(A)** KEGG “vasopressin-regulated water reabsorption” pathway. Genes are abbreviated and color-coded: blue, downregulated; gray: not found in the RNA-seq data; red, upregulated; yellow, no change in the glucocorticoid receptor knockdown cells. ^+^P, phosphorylate. **(B–E)** Quantitative RT-PCR measurements of Avpr2, Gnas, Adcy6, and Creb3 mRNA in control (shCtrl) and glucocorticoid receptor knockdown (shGR1 and shGR2) cells under vehicle conditions. Values are mean ± S. E. summarized from three independent experiments. Asterisks indicate statistical significance (*p* < 0.05, *t*-test). **(F)** Avpr2 mRNA level and **(G)** transepithelial electrical resistance of polarized mpkCCD cells exposed to 0 vs. 50 nM dexamethasone (Dex).

**TABLE 5:** “Vasopressin-regulated water reabsorption pathway” gene table.

Symbol on graph	Official gene name	NCBI gene ID	log_2_ (shGR/shCtrl)
Upregulated genes
AQP3	*Aqp3*	11828	0.477
PKA	*Prkaca*	18747	0.136
Creb1	*Creb1*	12912	0.11
Dynein	*Dync1i2*	13427	0.09
Dynein	*Dync1li2*	234663	0.3
Dynein	*Dync2h1*	110350	0.125
Downregulated genes
V2R	*Avpr2*	12000	-1.198
AC6	*Adcy6*	11512	-0.467
Rho-GDI	*Arhgdia*	192662	-0.166
AQP2	*Aqp2*	11827	-2.91
Rab11	*Rab11a*	53869	-0.174
Rab5	*Rab5a*	271457	-0.172
Vamp2	*Vamp2*	22318	-0.333
Nsf	*Nsf*	18195	-0.128
Dynein	*Dync2li1*	213575	-0.303
Dynein	*Dync1li1*	235661	-0.077
Creb3	*Creb3*	12913	-0.105
Unchanged genes
Avp	*Avp*	11998	0
AQP4	*Aqp4*	11829	N/A
Dynactin	*Dctn1*	13191	N/A
Dynein	*Dync1h1*	13424	N/A
Dynein	*Dync1i1*	13426	FPKM<0.3

Figure 3A plots the “TNF signaling pathway.” Among the 92 components in the pathway, 30 of them showed increases in the transcript abundance in the glucocorticoid receptor knockdown cells by RNA-seq analysis. 

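Among expressed components listed for the TNF pathway, secreted chemokines and a signaling adaptor at low abundance had the largest ratios with no pseudocount used. Ccl20, a chemokine gene induced by NF-κB, was at 0.0444 FPKM in shCtrl and at 0.738 and 0.868 FPKM in shGR1 and shGR2 (mean log2 ratio 4.17 ± 0.17, SD over the 2 lines). Traf1, a TNF receptor adaptor, was at 0.0694, 0.441 and 0.406 FPKM (2.61 ± 0.08), and the chemokine genes Cxcl10, Cxcl1 and Cxcl2 were at 1.61 ± 0.65, 1.35 ± 0.55 and 1.07 ± 0.10. Each of these was under 2 FPKM in all 3 libraries, and with a pseudocount of 0.1 FPKM the log2 ratio was 2.64 for Ccl20, 1.63 for Traf1 and 0.75 for Cxcl2. The transcription factor gene Jun was higher at an abundance of 19.3, 32.2 and 45.0 FPKM (0.98 ± 0.34). Of the 61 different components in Table 6, fewer than the number in the text, 53 were expressed, with 28 higher, 22 lower and 3 opposite between the lines. The lower ones included the NF-κB inhibitor gene Nfkbia (-0.92 ± 0.31), the chemokine gene Cxcl5 (-1.23 ± 1.03) and the Notch ligand gene Jag1 (-0.87 ± 0.92). They also included Nrip3 (-1.43 ± 0.21), which Table 6 gives under the name Rip3. The gene of that kinase is Ripk3, at 0.0867, 0.0275 and 0.111 FPKM in shCtrl, shGR1 and shGR2. Wherever Nrip3 is counted or named among the components here, its value is not that of the kinase. At least 1.2-fold higher in both lines were 13 components. No listed component passed limma's Benjamini-Hochberg adjustment over all genes or adjusted over the list alone, and 5 higher ones, including Ccl20, Jun and Traf1, and 5 lower ones (Nrip3, Itch, Map2k3, Nfkbia and Map3k5) had an unadjusted p under 0.05, some of them named after their values were seen. As the study chose the pathway on these libraries, its counts are not independent evidence. The adjusted p was 0.279 for Ccl20 and 0.311 for Jun. With the 77 genes listed at 0 in both knockdown libraries left out, a setting chosen after seeing the data, 1 lower component (Nrip3, adjusted p = 0.0268) and 0 higher ones passed over all genes.

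**Figure D4:**
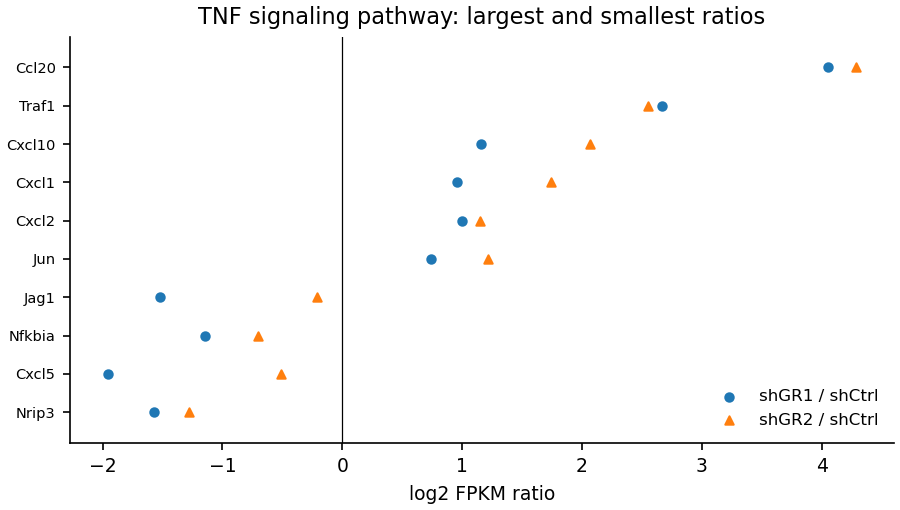
Log2 ratio of FPKM to shCtrl (x axis) for the expressed components of the TNF signaling pathway with the largest and the smallest mean ratios, in shGR1 (circles) and shGR2 (triangles), 1 library each. Ccl20 lies at 4.06 and 4.29, and Cxcl5 at -1.96 and -0.51.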

Table 6 lists all components in the TNF signaling pathway. Also, four of them were elected for quantitative RT-PCR validation: tumor necrosis factor receptor superfamily member 1A (Tnfrsf1a also Tnfr1), mitogen-activated protein kinase 7 (Map3k7 also known as TAK1), mitogen-activated protein kinase 1 (Mapk1 also known as ERK1), and transcription factor p65 (Rela also known as NFκB p65). 

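In the RNA-seq libraries, the TNF receptor gene Tnfrsf1a on chromosome 6 (125349362 to 125362484, GRCm38) was at 23.0, 24.7 and 24.2 FPKM in shCtrl, shGR1 and shGR2, a mean log2 ratio of 0.09 ± 0.02 (SD, n = 2 knockdown lines). Map3k7, the kinase TAK1 that links the receptor to NF-κB and MAP kinases, was at 21.1, 23.2 and 22.6 FPKM (0.12 ± 0.03). Limma with Benjamini-Hochberg adjustment gave adjusted p values of 0.726 and 0.655.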

Consistent with the RNA-seq data, quantitative RT-PCR measurements showed increases in the Tnfrsf1a (Figure 3B), Map3k7 (Figure 3C), and Mapk1 (Figure 3D) mRNA levels in the glucocorticoid receptor knockdown cells. 

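Rela, which encodes the NF-κB subunit p65 on chromosome 19 (5637483 to 5648130, GRCm38), was at 57.1 FPKM in shCtrl, 60.8 FPKM in shGR1 and 67.6 FPKM in shGR2 by RNA-seq. Its mean log2 ratio was 0.17 ± 0.11 (SD, n = 2 knockdown lines; limma, adjusted p = 0.553 after Benjamini-Hochberg adjustment).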

Quantitative RT-PCR measurement of Rela mRNA levels in the glucocorticoid receptor knockdown cells did not agree with the RNA-seq data (Figure 3E). Thus, the RNA-seq and quantitative RT-PCR data are grossly consistent with the suppression of the TNF signaling pathway by the glucocorticoid receptor, although removal of dexamethasone did not elevate the Tnfrsf1a (Figure 3F) or Tnfrsf1b (Figure 3G) mRNA level.

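Target genes of NF-κB went both ways in the RNA-seq libraries, with the higher ones mostly at low abundance. Of 25 NF-κB target genes, 18 were expressed, 10 higher, 5 lower and 3 opposite between the knockdown lines. The median log2 ratio was 0.26, at percentile 99.6 of lists matched on expression, leaving out the chemokine gene Ccl5, which was listed at 0 in shCtrl and at 0.233 and 0.639 FPKM in shGR1 and shGR2. The 5 lower genes, some named after their values were seen, were Nfkbia, Cxcl5, Nfkb1, Nfkb2 and Sod2, and the NF-κB inhibitor Tnfaip3 was higher at 3.89, 4.99 and 5.44 FPKM. Tnf itself was listed at 0 in shCtrl and stayed at 0.0662 and 0.0595 FPKM in the knockdown lines, and its receptor gene Tnfrsf1b was not over 0.0942 FPKM. Of the 18 genes, 0 passed limma's Benjamini-Hochberg adjustment over all genes or adjusted over the list alone, and 3 higher ones (Ccl20, Traf1 and Ccl5) and 2 lower ones (Nfkbia and Sod2) had an unadjusted p under 0.05.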

**FIGURE 3:**
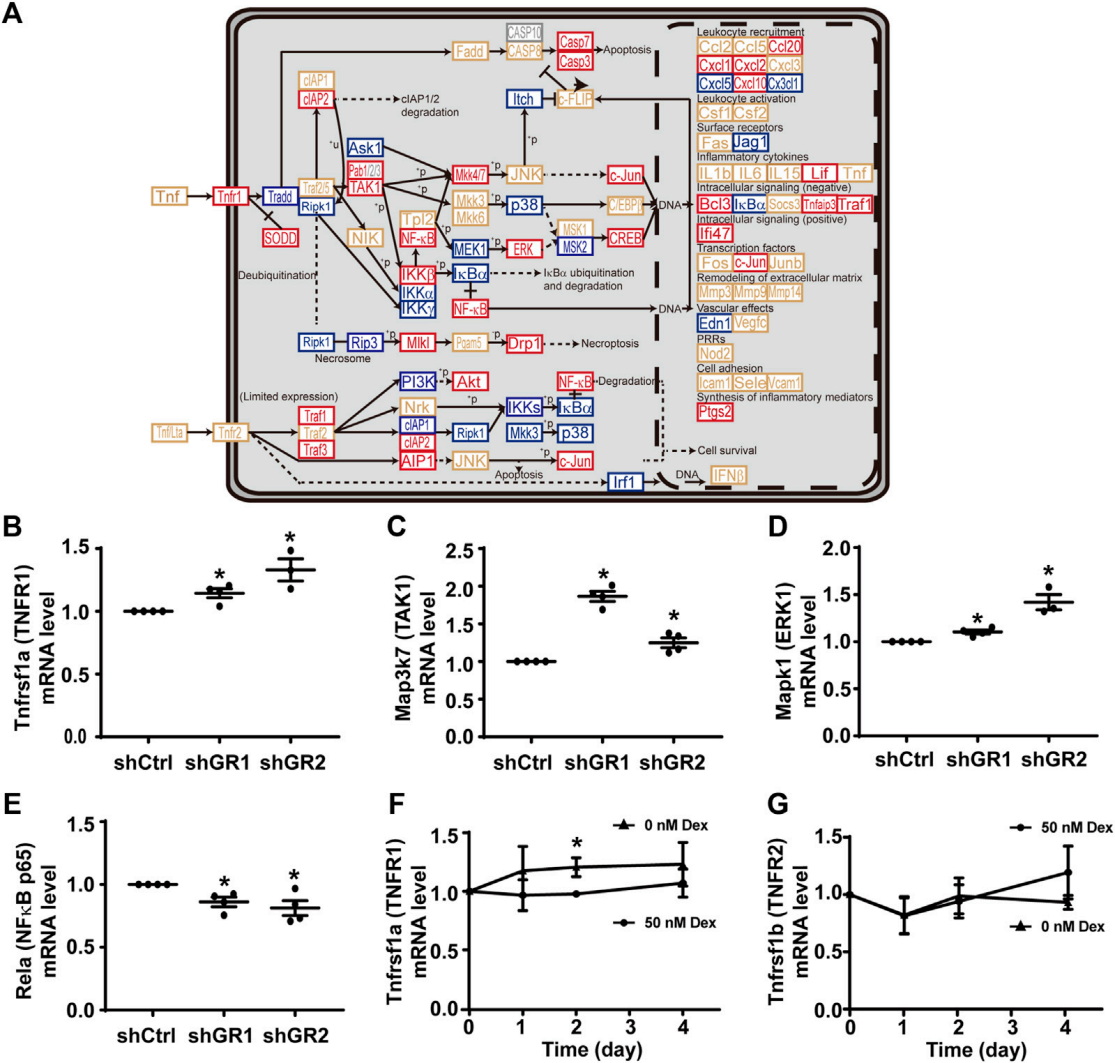
Glucocorticoid receptor knockdown enhanced the KEGG “TNF signaling pathway” in the mpkCCD cells. **(A)** KEGG “TNF signaling pathway.” Genes are abbreviated and color-coded: blue, downregulated; gray: not found in the RNA-seq data; red, upregulated; yellow, no change in the glucocorticoid receptor knockdown cells. ^+^P, phosphorylate; ^−^P, dephosphorylate; PRRs, pattern recognition receptors; ^+^u, ubiquitinylate. **(B–E)** Quantitative RT-PCR measurements of Tnfrsf1a, Map3k7, Mapk1, and Rela mRNA levels in control (shCtrl) and glucocorticoid receptor knockdown (shGR1 and shGR2) cells under vehicle conditions. Values are mean ± S. E. summarized from three or four independent experiments. Asterisks indicate statistical significance (*p* < 0.05, *t*-test). **(F,G)** Quantitative RT-PCR measurements of Tnfrsf1a and Tnfrsf1b mRNA levels in polarized mpkCCD cells exposed to 0 vs. 50 nM dexamethasone (Dex).

**TABLE 6:** “TNF signaling pathway” gene table.

Symbol on graph	Official gene name	NCBI gene ID	log_2_ (shGR/shCtrl)
Upregulated genes		
Tnfr1	*Tnfrsf1a*	21937	0.085
SODD	*Bag4*	67384	0.625
cIAP2	*Birc3*	11796	0.592
Traf1	*Traf1*	22029	2.61
Traf3	*Traf3*	22031	0.498
Pab1	*Pabpc1*	18458	0.016
TAK1	*Map3k7*	26409	0.115
IKKβ	*Ikbkb*	16150	0.05
Mlkl	*Mlkl*	74568	0.344
AIP1	*Wdr1*	22388	0.149
Mkk4	*Map2k4*	26398	0.161
Akt1	*Akt1*	11651	0.116
ERK	*Mapk1*	26413	0.025
Drp1	*Dnm1l*	74006	0.126
Casp3	*Casp3*	12367	0.518
Casp7	*Casp7*	12369	0.447
c-Jun	*Jun*	16476	0.978
CREB	*Creb1*	12912	0.109
Ccl20	*Ccl20*	20297	4.173
Cxcl1	*Cxcl1*	14825	1.346
Cxcl2	*Cxcl2*	20310	1.07
Cxcl10	*Cxcl10*	15945	1.612
Lif	*Lif*	16878	0.728
Bcl3	*Bcl3*	12051	0.255
Tnfaip3	*Tnfaip3*	21929	0.423
Traf1	*Traf1*	22029	2.61
Ifi47	*Ifi47*	15953	0.974
Ptgs2	*Ptgs2*	19225	0.39
NFkB	*Rela*	19697	0.167
Mkk7	*Map2k7*	26400	0.013
Downregulated genes
Tradd	*Tradd*	71609	−0.154
Ripk1	*Ripk1*	19766	−0.112
Ask1	*map3k5*	26408	−0.503
Rip3	*Nrip3*	78593	−1.428
IKKα	*chuk*	12675	−0.076
IKKγ	*Ikbkg*	16151	−0.337
Mkk3	*Map2k3*	26397	−0.46
MEK1	*Map2k1*	26395	−0.209
IkBa	*Nfkbia*	18035	−0.923
Ripk1	*Ripk1*	19766	−0.112
Itch	*Itch*	16396	−0.555
p38	*Mapk14*	26416	−0.219
MSK2	*Rps6ka4*	56613	−0.258
Irf1	*Irf1*	16362	−0.3544
Cxcl5	*Cxcl5*	20311	−1.234
Cx3cl1	*Cx3cl1*	20312	−0.137
Jag1	*Jag1*	16449	−0.866
Edn1	*Edn1*	13614	−0.299
NFκB	*Nfkb1*	18033	−0.25
NFκB	*Rel*	19696	−0.03
NFκB	*Nfkb2*	18034	−0.22
PI3K	*Pik3r1*	18708	−0.293
Unchanged genes
Nod2	*Nod2*	257632	FPKM<0.3
Icam1	*Icam1*	15894	FPKM<0.3
Sele	*Sele*	20339	0
Vcam1	*Vcam1*	22329	FPKM<0.3
IFNb	*Ifnb1*	15977	0
NFkB	*Relb*	19698	N/A
Mkk6	*Map2k6*	26399	FPKM<0.3
Lta	*Lta*	16992	FPKM<0.3
Tnfr2	*Tnfrsf1b*	21938	FPKM<0.3
MSK1	*Rps6ka5*	73086	N/A
cIAP1	*Birc2*	11797	N/A

Figure 4A plots the “TGFβ signaling pathway.” Among the 53 components in the pathway, 18 of them showed increases in the transcript abundance in the glucocorticoid receptor knockdown cells by RNA-seq analysis. 

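An extracellular binder of latent TGFβ had the largest ratio among the expressed TGFβ pathway components of Table 7. That list leaves out the ligand gene Tgfb3, which had a larger mean log2 ratio of 2.83. Ltbp1, a latent TGFβ binding protein, was at 2.80 FPKM in shCtrl, 14.6 FPKM in shGR1 and 9.44 FPKM in shGR2 (mean log2 ratio 2.07 ± 0.45, SD over the 2 lines). Smad7, the inhibitory Smad induced by TGFβ, was at 6.72, 10.7 and 10.9 FPKM (0.68 ± 0.02). The BMP co-receptor gene Rgma (0.72 ± 0.16), the activin antagonist gene Fst (0.49 ± 0.33) and the procollagen protease gene Bmp1 (0.41 ± 0.01) were higher as well. Of 53 components in Table 7, 38 were expressed, 18 of them higher, 11 lower and 9 opposite between the lines, with a median of 0.05 (percentile 97.1 of lists matched on expression) that was 0.02 in shGR1 and 0.14 in shGR2. The lower ones included the cell cycle transcription factor gene E2f5 (-0.84 ± 0.28), the ubiquitin ligase subunit gene Skp1a (-0.54 ± 0.08), the TGFβ activator gene Thbs1 (-0.46 ± 0.08) and the inhibitory Smad6 (-0.36 ± 0.05). Decorin, a TGFβ-binding proteoglycan and a fibroblast marker, was opposite, at -0.85 in shGR1 and 0.47 in shGR2. At least 1.2-fold higher in both lines were 7 components. By limma with Benjamini-Hochberg adjustment no component passed over all genes or adjusted over the list alone, with an adjusted p of 0.279 for Ltbp1 and 0.288 for Smad7. At an unadjusted p under 0.05, 4 components (Ltbp1, Smad7, Tgfbr2 and Bmp1) were higher and 3 (Skp1a, Thbs1 and E2f5) lower, in a list that the study chose on these libraries and that is therefore not independent evidence. Ltbp1 had an adjusted p of 0.0359 with the 77 genes listed at 0 in both knockdown libraries left out, a setting chosen after seeing the data.

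**Figure D5:**
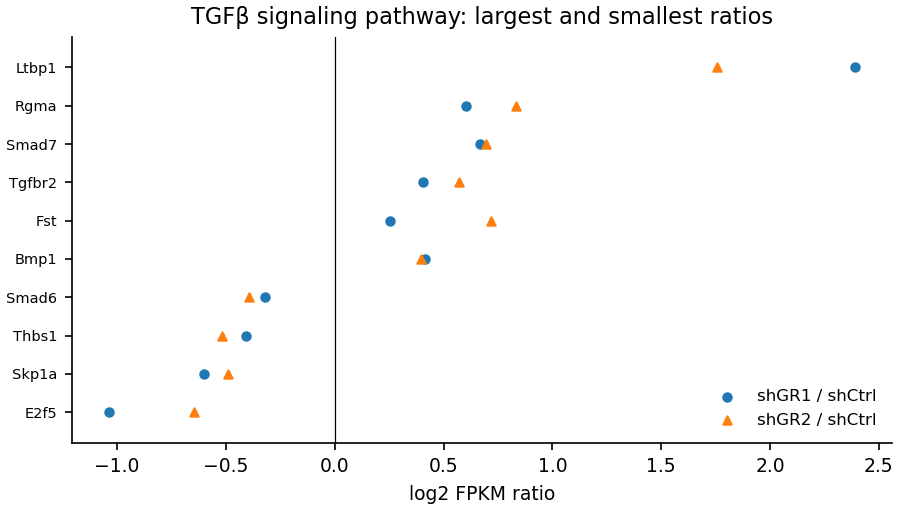
Log2 ratio of FPKM to shCtrl (x axis) for expressed components that Table 7 lists for the TGFβ signaling pathway. Those with the largest and the smallest mean ratios are shown, in shGR1 (circles) and shGR2 (triangles), 1 library each. Ltbp1 lies at 2.39 and 1.75, and E2f5 at -1.04 and -0.65.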

Table 7 lists all components in the TGFβ signaling pathway. Also, four of them were elected for quantitative RT-PCR validation: TGFβ receptor type-1 (Tgfbr1), TGFβ receptor type-2 (Tgfbr2), mothers against decapentaplegic homolog 3 (Smad3), and transcription factor E2F4 (E2f4). 

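Both TGFβ receptor genes and the signal transducer Smad3 were higher in the RNA-seq libraries of the knockdown lines. Tgfbr2, on chromosome 9 (116084293 to 116175360, GRCm38), was at 40.4, 53.4 and 60.0 FPKM in shCtrl, shGR1 and shGR2 (mean log2 ratio 0.49 ± 0.12, SD, n = 2 knockdown lines). Tgfbr1, on chromosome 4 (47353222 to 47414931), was at 18.0, 19.7 and 20.3 FPKM (0.15 ± 0.03). Smad3, on chromosome 9 (63646767 to 63757994), was at 21.7, 28.3 and 26.4 FPKM (0.33 ± 0.07). None passed limma's Benjamini-Hochberg adjustment, the adjusted p being 0.305, 0.574 and 0.361.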

Consistent with the RNA-seq data, quantitative RT-PCR measurements showed increases in the Tgfbr1 (Figure 4B) and Tgfbr2 (Figure 4C) mRNA levels in one or two glucocorticoid receptor knockdown cells and increases in the Smad3 (Figure 4D, shGR1) mRNA level in one glucocorticoid receptor knockdown cell. Quantitative RT-PCR measurement of E2f4 mRNA level in one glucocorticoid receptor knockdown cell did not agree with the RNA-seq data (Figure 4E, shGR1). Thus, the quantitative RT-PCR data are mostly consistent with the RNA-seq data and suggest the suppression of the TGFβ signaling pathway by the glucocorticoid receptor. 

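E2f4, a transcriptional repressor of cell cycle genes on chromosome 8 (105297663 to 105305370, GRCm38), was at 54.0 FPKM in shCtrl, 46.9 FPKM in shGR1 and 46.0 FPKM in shGR2 by RNA-seq. The mean log2 ratio was -0.22 ± 0.02 (SD, n = 2 knockdown lines), and limma's adjusted p was 0.405 after Benjamini-Hochberg adjustment.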

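Several genes of a list of TGFβ target genes, which was not split by the direction of their response to TGFβ, were higher in the RNA-seq libraries of the knockdown lines. Fibronectin (Fn1), a matrix protein, was at 87.3, 272 and 186 FPKM in shCtrl, shGR1 and shGR2 (mean log2 ratio 1.37 ± 0.39, SD over the 2 lines). Id3, an inhibitor of bHLH transcription factors, was at 0.383, 1.16 and 1.66 FPKM (1.86 ± 0.37), and the matricellular gene Cyr61 at 86.9, 158 and 188 FPKM (0.98 ± 0.18). The transcription factor gene Bhlhe40 was at 0.82 ± 0.28. Of 19 TGFβ target genes, 17 were expressed, with 10 higher, 4 lower and 3 opposite between the lines, and a median of 0.31 (percentile 99.97 of lists matched on expression). The lower genes included Ctgf, Tgfbi and Id2, named after their values were seen, and the collagen gene Col1a1, a fibroblast marker, was opposite. Limma called 0 of the 17 genes after Benjamini-Hochberg adjustment over all genes, 0 adjusted over the list alone, and 6 higher and 1 lower (Ctgf) at an unadjusted p under 0.05. With the 77 genes listed at 0 in both knockdown libraries left out, a setting chosen after seeing the data, Cyr61 passed with an adjusted p of 0.0334.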

In line with this, the removal of dexamethasone elevated both Tgfbr1 (Figure 4F) and Tgfbr2 (Figure 4G) mRNA levels.

**FIGURE 4:**
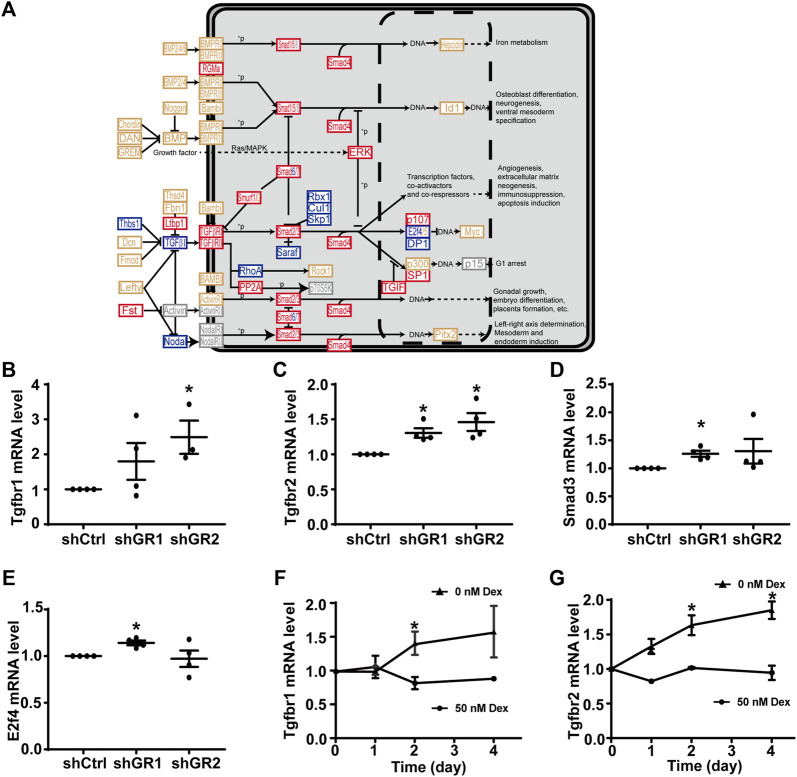
Glucocorticoid receptor knockdown enhanced the KEGG “TGFβ signaling pathway” in the mpkCCD cells. **(A)** KEGG “TGFβ signaling pathway.” Genes are abbreviated and colored: blue, downregulated; gray: not in RNA-seq data; red, upregulated; yellow, no change in the glucocorticoid receptor knockdown cells. ^+^P, phosphorylate; ^−^P, dephosphorylate. **(B–E)** Quantitative RT-PCR measurements of Tgfbr1, Tgfbr2, Smad3, and E2f4 mRNA levels in control (shCtrl) and glucocorticoid receptor knockdown (shGR1 and shGR2) cells under vehicle conditions. Values are mean ± S. E. summarized from three or four independent experiments. Asterisks indicate statistical significance (*p* < 0.05, *t*-test). **(F,G)** Quantitative RT-PCR measurements of Tgfbr1 and Tgfbr2 mRNA levels in polarized mpkCCD cells exposed to 0 vs. 50 nM dexamethasone (Dex).

**TABLE 7:** “TGFβ signaling pathway” gene table.

Symbol on graph	Official gene name	NCBI gene ID	log_2_ (shGR/shCtrl)
Upregulated genes			
Fst	*Fst*	14313	0.486
Ltbp1	*Ltbp1*	268977	2.071
RGMa	*Rgma*	244058	0.717
TGFβRI	*Tgfbr1*	21812	0.308
TGFβRII	*Tgfbr2*	21813	0.489
Smurf1	*Smurf1*	75788	0.247
PP2A	*Ppp2ca*	19052	0.052
Smad1	*Smad1*	17125	0.332
Smad2	*Smad2*	17126	0.185
Smad3	*Smad3*	17127	0.331
Smad4	*Smad4*	17128	0.052
Smad5	*Smad5*	17129	0.075
Smad7	*Smad7*	17131	0.683
ERK	*Mapk1*	26413	0.025
p107	*Rbl1*	19650	0.194
SP1	*Sp1*	20683	0.15
BMP	*Bmp1*	12153	0.406
TGIF	*Tgif1*	21815	0.322
Downregulated genes			
TGFβ1	*Tgfb1*	21803	-0.075
RhoA	*Rhoa*	11848	0.036
Saraf	*Saraf*	67887	-0.256
Rbx1	*Rbx1*	56438	-0.1
Cul1	*Cul1*	26965	-0.067
Skp1	*Skp1*	21402	-0.544
E2f4	*E2f4*	104394	-0.218
DP1	*Tfdp1*	21781	-0.125
Thbs1	*Thbs1*	21825	-0.462
Smad6	*Smad6*	17130	-0.713
Unchanged genes			
Lefty	*Lefty1*	13590	0
Thsd4	*Thsd4*	207596	FPKM<0.3
Bmp2	*Bmp2*	12156	FPKM<0.3
Bmp4	*Bmp4*	12159	FPKM<0.3
Bmp6	*Bmp6*	12161	FPKM<0.3
Noggin	*Nog*	18121	FPKM<0.3
Fbn1	*Fbn1*	14118	FPKM<0.3
Nodal	*Nodal*	18119	0
BMPRI	*Bmpr1a*	12166	N/A
BMPRII	*Bmpr1b*	12167	FPKM<0.3
ActivinR1	*Acvr1*	11477	N/A
Rock1	*Rock1*	19877	N/A
Hepcidin	*Hamp*	84506	0
Id1	*Id1*	15901	N/A
p300	*Ep300*	328572	N/A
Pitx2	*Pitx2*	18741	FPKM<0.3
Myc	*Myc*	17869	N/A
Chordin	*Chrd*	12667	FPKM<0.3
DAN	*Nbl1*	17965	N/A
GREM	*Grem1*	23892	FPKM<0.3
Dcn	*Dcn*	13179	N/A
Fmod	*Fmod*	14264	FPKM<0.3
Smurf2	*Smurf2*	66313	N/A
Bambi	*Bambi*	68010	FPKM<0.3
E2f5	*E2f5*	13559	FPKM<0.3

### TNF and TGFβ Reduced the Vasopressin-Induced *Aqp2* Gene Expression

The negative regulatory role of the TNF signaling pathway and the TGFβ signaling pathway in the vasopressin responses prompted us to examine whether inhibition of the TNF or TGFβ pathway would induce the *Aqp2* gene expression in the absence of vasopressin (Figure 5A). Quantitative RT-PCR measurements of the AQP2 mRNA level showed that the TNF activity inhibitor (SPD304) or TGFβ receptor inhibitor (GW788388) alone did not induce the AQP2 mRNA expression in the absence of dDAVP (Figures 5B,C). In contrast, TNF significantly reduced (Figure 5B) whereas TGFβ1 profoundly suppressed (Figure 5C) dDAVP-induced increases in the AQP2 mRNA levels. The reduction in the AQP2 mRNA level manifested the reduction in the AQP2 protein level (Figures 5D–G). Thus, both TNF and TGFβ signaling pathways suppressed the dDAVP-induced *Aqp2* gene expression. Of the two, the TGFβ signaling pathway plays a key negative regulatory role in the vasopressin-induced *Aqp2* gene expression.

**FIGURE 5:**
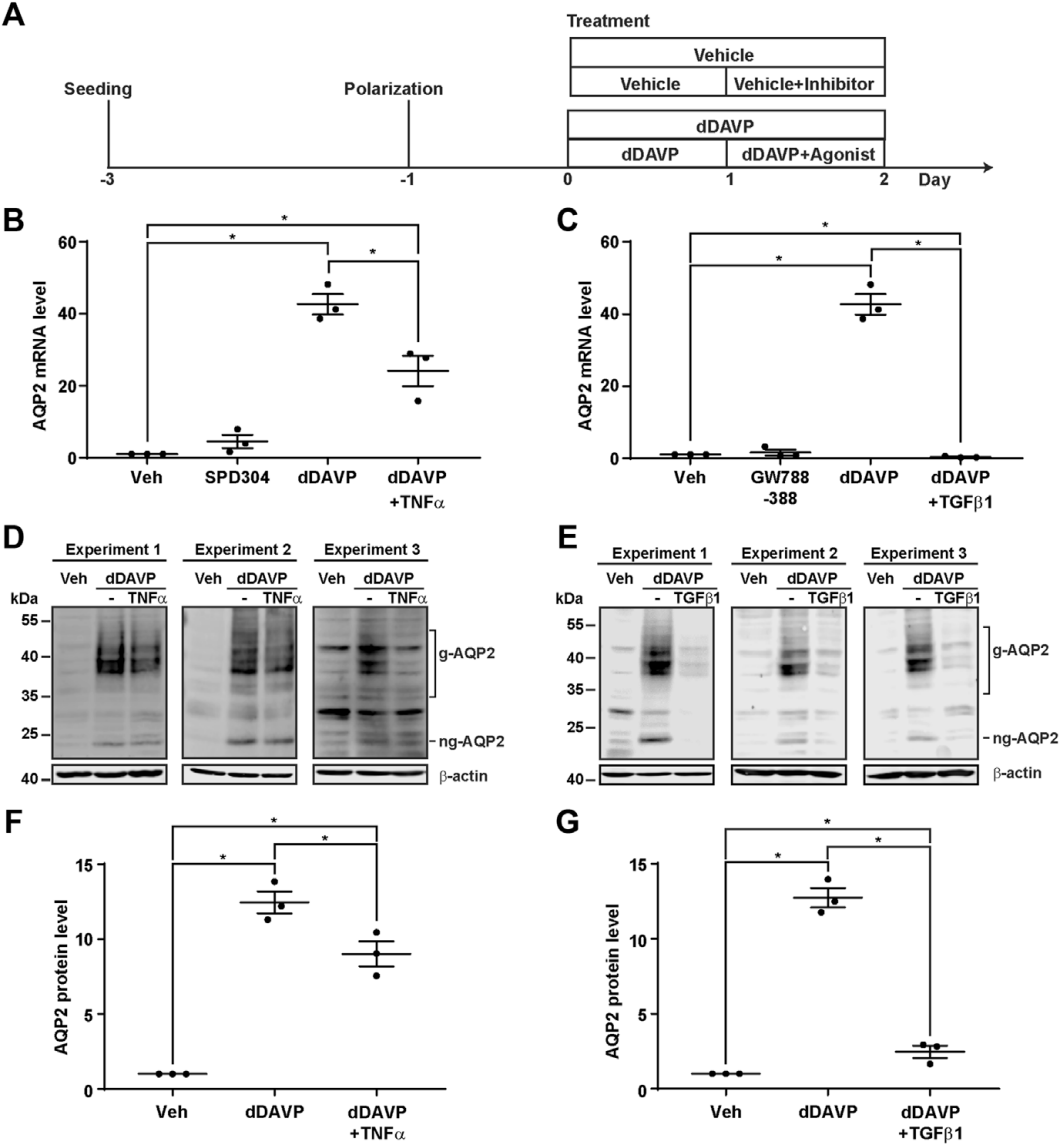
TNFα and TGFβ1 reduced the vasopressin-induced *Aqp2* gene expression. **(A)** Experimental protocol. **(B,C)** Quantitative RT-PCR measurements of the AQP2 mRNA level in the mpkCCD cells exposed 24 h to the TNF receptor inhibitor (100 nM SPD304), TGFβ receptor inhibitor (10 μM GW788388), dDAVP (1 nM), dDAVP + TNFα (40 ng/ml), or dDAVP + TGFβ1 (10 ng/ml). **(D,E)** Immunoblots and **(F,G)** summaries of immunoblotting results for the AQP2 protein level in the mpkCCD cells under the same conditions as for AQP2 mRNA measurements. Values are mean ± S. E. summarized from three independent experiments. Values were normalized with loading control (β-actin) before being compared against those under the vehicle conditions. Asterisks indicate statistical significance (*p* < 0.05, *t*-test). g-AQP2, glycosylated AQP2; ng-AQP2, non-glycosylated AQP2; Veh, vehicle.

### TGFβ Did Not Induce Epithelial-To-Mesenchymal Transition

TGFβ is known to induce epithelial-to-mesenchymal transition, a condition that would induce dedifferentiation of the collecting duct cells and render them irresponsive to vasopressin (Schnaper et al., 2009). To test whether TGFβ induces epithelial-to-mesenchymal transition to suppress the vasopressin-induced *Aqp2* gene expression in the mpkCCD cells, the markers of the epithelial-to-mesenchymal transition, namely, α-SMA and vimentin, as well as transepithelial resistance, were measured (Figure 6A). The transepithelial resistances were similar under all experimental conditions (Figure 6B, vehicle, dDAVP, or dDAVP plus TGFβ1), indicating that TGFβ1 did not alter epithelial integrity. Likewise, the α-SMA mRNA and protein levels were not altered under all experimental conditions (Figures 6C–E). The effects on the vimentin mRNA and protein levels were inconsistent with the epithelial-to-mesenchymal transition. During epithelial-to-mesenchymal transition, vimentin was expected to increase (Vuoriluoto et al., 2011), which was not observed. Compared to the vehicle control, dDAVP did not alter the vimentin mRNA level (Figure 6F). TGFβ1 with dDAVP reduced it (Figure 6F). Compared to the vehicle control, dDAVP slightly reduced the vimentin protein level (Figures 6D,G). TGFβ1 with dDAVP did not alter it (Figures 6D,G). Overall, the previous observations were not consistent with the epithelial-to-mesenchymal transition in the mpkCCD cells induced by TGFβ1 in the presence of dDAVP.

**FIGURE 6:**
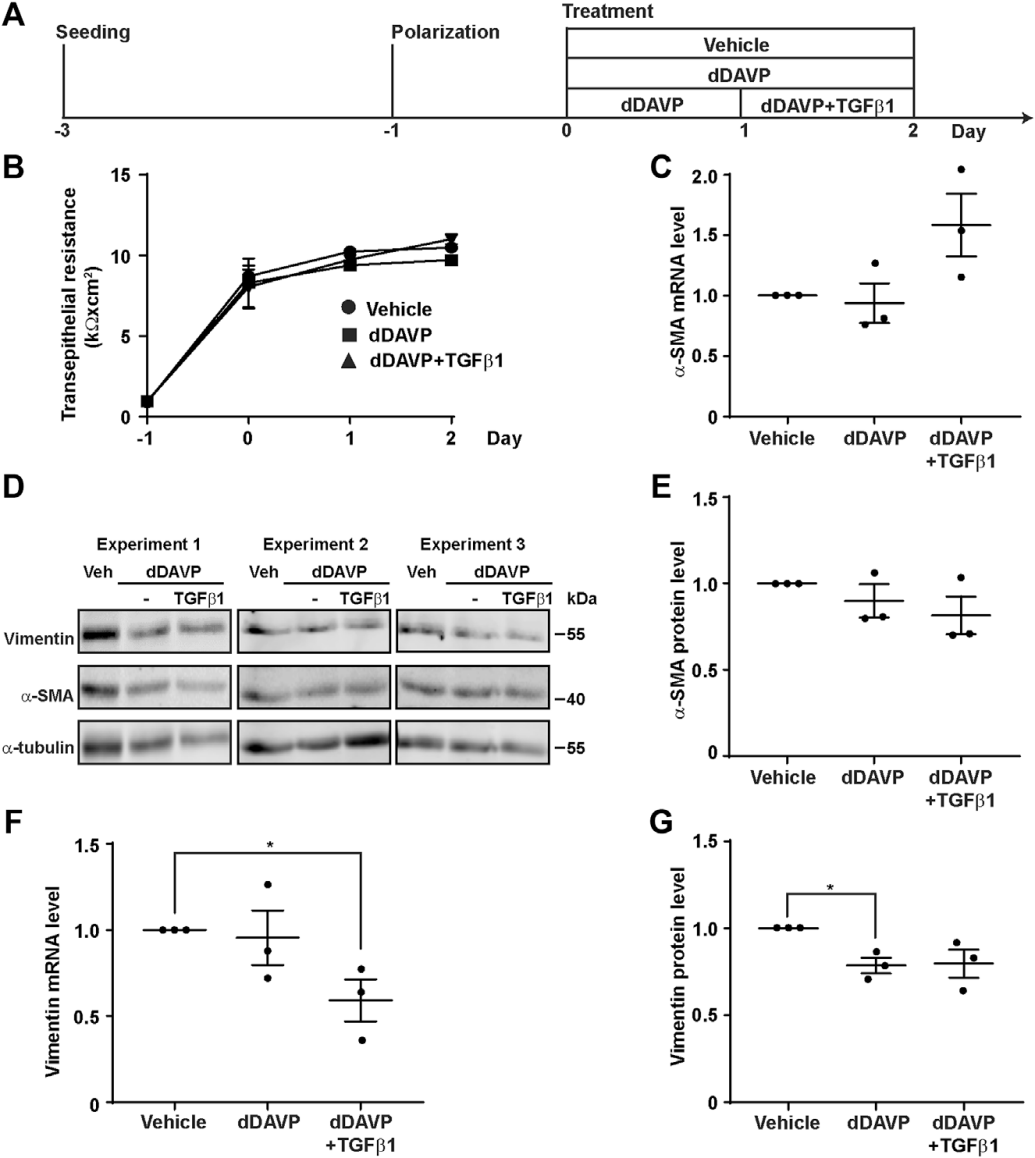
TGFβ1 did not induce epithelial-to-mesenchymal transition. **(A)** Experimental protocol. **(B)** Transepithelial electrical resistance of mpkCCD cells grown on Transwell^®^ membrane under the vehicle, dDAVP (1 nM), or dDAVP + TGFβ1 (10 ng/ml) conditions. **(C,F)** Quantitative RT-PCR measurements of α-SMA and vimentin mRNA levels in the mpkCCD cells under the same conditions. **(D)** Immunoblots and **(E,G)** summaries of immunoblotting results for α-SMA and vimentin protein levels in the cells under the same conditions. Values are mean ± S. E. summarized from three independent experiments. Values were normalized with loading control (α-tubulin) before being compared against those under the vehicle conditions. Asterisks indicate statistical significance (*p* < 0.05, *t*-test).

### TGFβ Did Not Affect Vasopressin-Induced Apical AQP2 Trafficking

To test whether TGFβ affects vasopressin-induced apical AQP2 trafficking, polarized mpkCCD cells were exposed to vehicle vs. dDAVP in the absence or presence of TGFβ1 prior to confocal immunofluorescence microscopy (Figure 7A). As seen in Figure 7B, AQP2 was intracellular in the absence of TGFβ1 under the vehicle conditions. Upon dDAVP stimulation, AQP2 was detected at the apical membrane that was delineated with surface biotin (Figure 7B). On average, about 36.5% AQP2 was apical in the mpkCCD cells in the absence of TGFβ1 under the vehicle conditions (Figure 7C). Upon dDAVP stimulation, about 80.3% AQP2 was in the apical plasma membrane, indicating vasopressin-induced apical AQP2 translocation. Similar observations were made in the presence of TGFβ1. Thus, TGFβ1 did not affect vasopressin-induced apical AQP2 trafficking in the mpkCCD cells.

**FIGURE 7:**
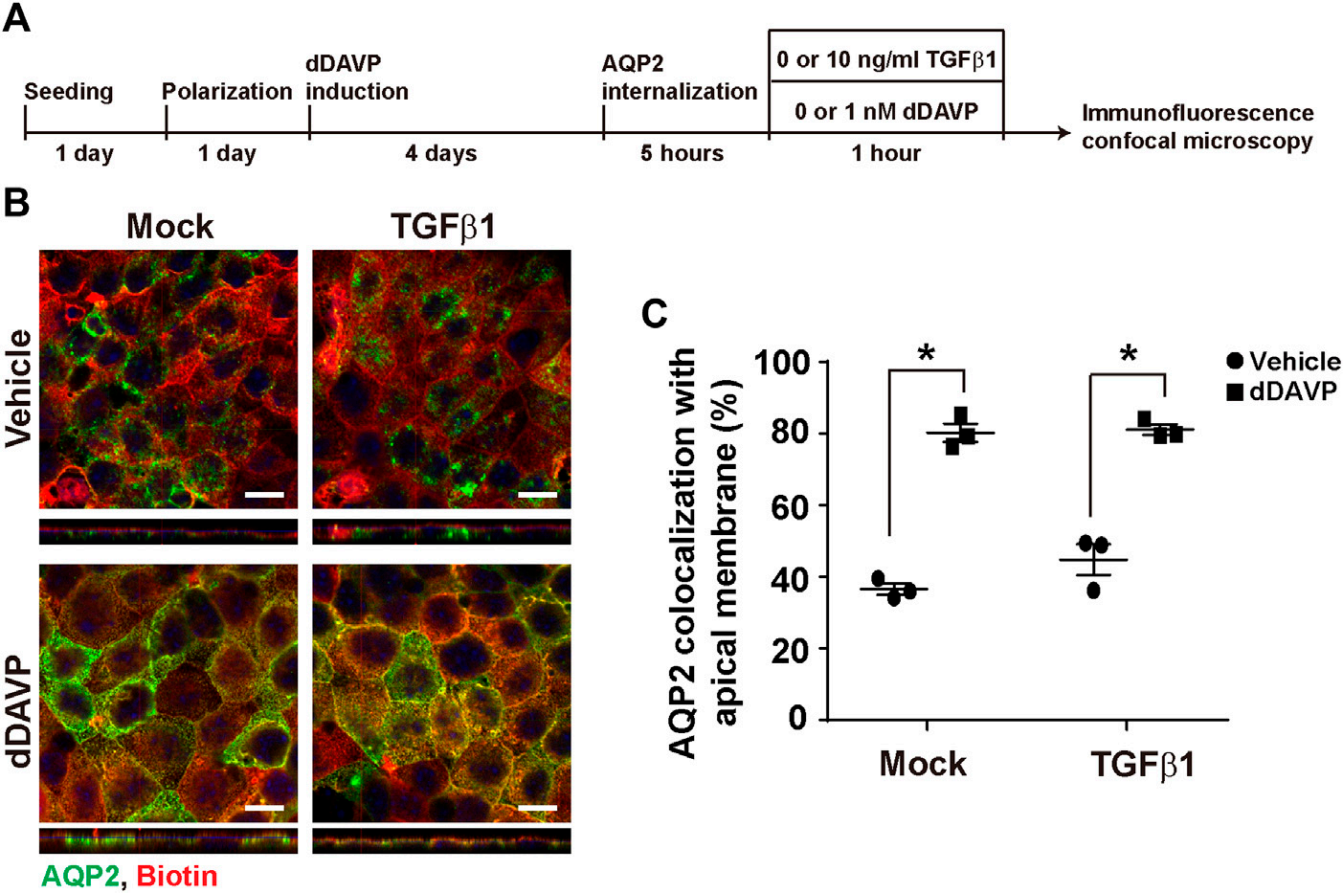
TGFβ1 did not affect vasopressin-induced apical AQP2 trafficking. **(A)** Experimental protocol. **(B)** Representative confocal immunofluorescence micrographs of AQP2 (green) and surface-biotinylated apical membrane (red) of mpkCCD cells in response to vehicle vs. dDAVP (1 nM, 1 h) in the absence or presence of TGFβ1 (10 ng/ml). Scale bars represent 10 μm. **(C)** Summary of the imaging results. Values are mean ± S. E. summarized from three independent experiments. Asterisks indicate statistical significance (*p* < 0.05, *t*-test).

### TGFβ Reduced Vasopressin-Induced Akt Activation

Akt and Erk are two protein kinases common to both the vasopressin signaling pathway and TGFβ pathway (Vander Ark et al., 2018). It was of interest to test whether TGFβ1 reduces vasopressin-induced increases in Akt and Erk activation (Pisitkun et al., 2008), thereby diminishing the vasopressin-induced *Aqp2* gene expression. Immunoblotting showed that dDAVP increased phosphorylation and the total protein abundance of Akt and that TGFβ1 reduced these increases (Figure 8A). On average, dDAVP increased Akt phosphorylation and abundance by 38.5 and 28.6%, respectively (Figures 8B,C). Both were significantly reduced by TGFβ1. DDAVP did not affect Erk abundance (Figures 8A,D) but increased its phosphorylation level (Figures 8A,E). TGFβ1 did not reduce dDAVP-induced Erk phosphorylation (Figures 8A,E). TGFβ1 did not alter Erk total protein abundance (Figures 8A,D). Thus, TGFβ1 reduced vasopressin-induced Akt activation.

**FIGURE 8:**
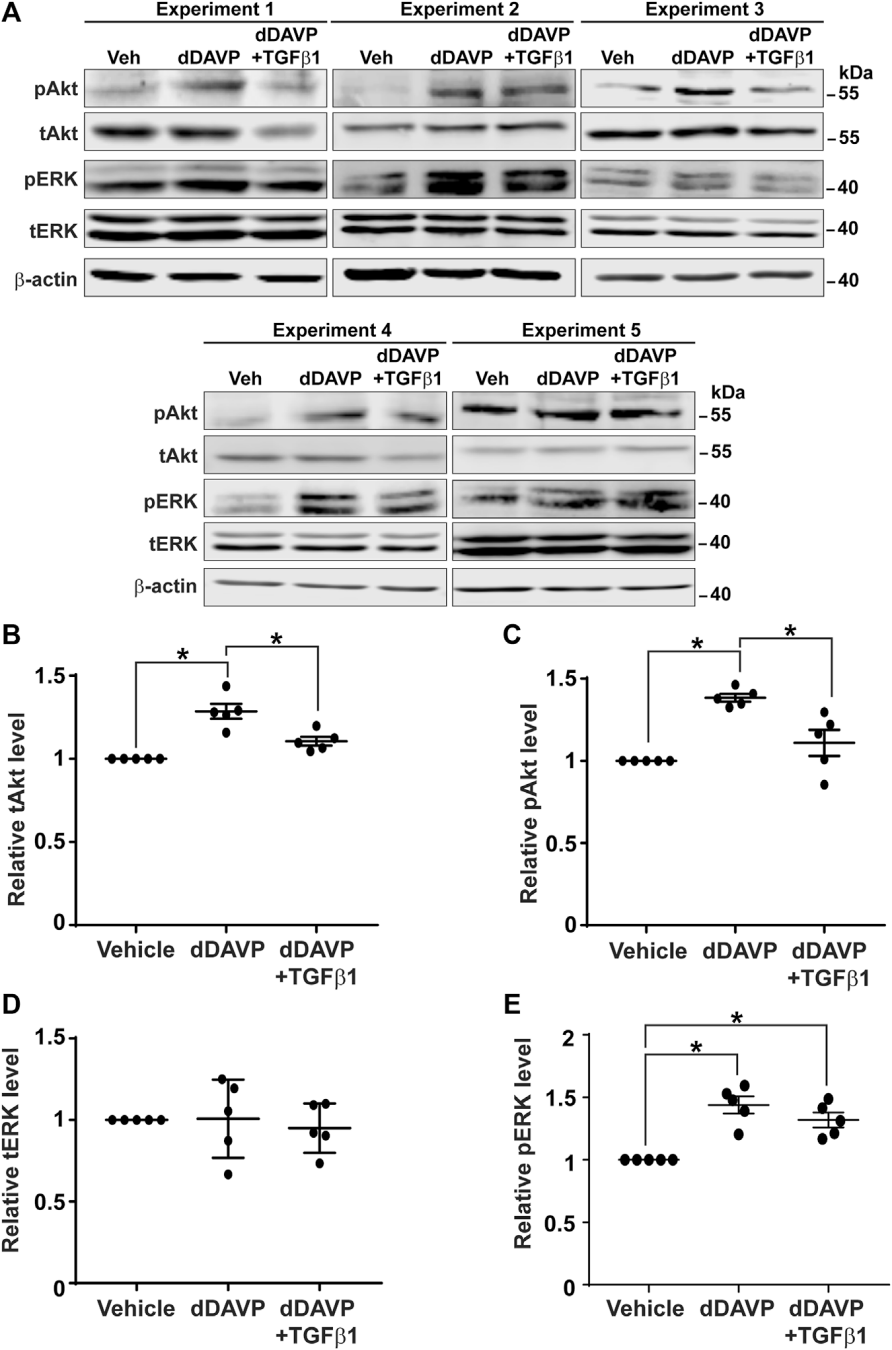
TGFβ1 reduced vasopressin-induced Akt activation. **(A)** Immunoblots for total and phosphorylated Akt and Erk in the mpkCCD cells in response to vehicle vs. dDAVP (1 nM, 24 h) in the absence or presence of TGFβ1 (10 ng/ml). **(B–E)** Summary of the immunoblotting results. Values are mean ± S. E. summarized from five independent experiments. Values were normalized with loading control (β-actin) before being compared against those under the vehicle conditions. Asterisks indicate statistical significance (*p* < 0.05, *t*-test). pAkt, phosphorylated Akt; pErk, phosphorylated Erk; tAkt, total Akt; tErk, total Erk.

## Discussion

System tools have been instrumental in identifying novel regulatory pathways for complex physiological processes (Rinschen et al., 2018). Common practices to examine the functions of the identified pathways include chemical alterations of the entire pathway or gene-specific manipulation of key nodes in the pathways. Gene-specific manipulation *via* knockout provides an unequivocal functional evaluation of the identified pathways (Limbutara et al., 2019; Datta et al., 2020; Isobe et al., 2020; Raghuram et al., 2020). In cases when gene-specific knockout results in cell or embryonic lethality, gene-specific knockdown provides another means for evaluation (Wang et al., 2017; Lin et al., 2019; Wang et al., 2020; Wong et al., 2020). Oftentimes, gene-specific manipulation involves several generations of selection that could result in alteration in the transcriptomic landscape and complicate the evaluation. The present study represents such an example. Previous system approaches have alluded to the role of glucocorticoid receptor in the *Aqp2* gene expression in the kidney collecting duct cells (Yu et al., 2009; Kikuchi et al., 2021). In line with this, glucocorticoid receptor agonist dexamethasone increases the vasopressin-induced *Aqp2* gene expression in the collecting duct mpkCCD cells (Kuo et al., 2018). The stable glucocorticoid receptor knockdown blunted the vasopressin-induced *Aqp2* gene expression in the cells (Ho et al., 2021). In the current study, we found that the transcriptome was significantly altered in the stable glucocorticoid receptor knockdown cells that do not respond to vasopressin (Figure 1). Most notably, the “vasopressin-regulated water reabsorption pathway” with positive regulatory roles in the vasopressin responses was suppressed in the glucocorticoid receptor knockdown cells (Figure 2). In addition, the “TNF signaling pathway” (Figure 3) and the “TGFβ signaling pathway” (Figure 4) with negative regulatory functions in the vasopressin responses were elevated in the glucocorticoid receptor knockdown cells (Lin et al., 2016; Lee et al., 2018). With the downregulation of a positive regulatory pathway and upregulation of two negative regulatory pathways, it came without a surprise that the stable glucocorticoid receptor knockdown cells did not respond to vasopressin. Thus, gene-specific manipulation is a powerful means to investigate the functions of a pathway; however, the results should be interpreted with caution, especially when stable gene-specific manipulation alters the transcriptome landscape.

In line with the suppression of the “vasopressin-regulated water reabsorption pathway” in the stable glucocorticoid receptor knockdown cells was the reduction in the vasopressin V2 receptor Avpr2 transcript level (Table 5; Figure 2B). In fact, the Avpr2 transcript was maintained at a certain level in the presence of the glucocorticoid receptor agonist dexamethasone (Figure 2F). The removal of dexamethasone reduced its level. One potential explanation is the transcriptional regulation of Avpr2 by the glucocorticoid receptor. The three glucocorticoid receptor-binding sites in the Avpr2 5’ flanking region were predicted commonly by three programs, namely, TRANSFAC^®^ (Wingender et al., 2018), PROMO (Briones-Orta et al., 2017), and TRAP (Manke et al., 2008): 1) −1,934 to −1,929, 2) −424 to −419, and 3) −248 to −243. Additional experiments are needed to test the possibility.

One explanation for the reduced *Aqp2* gene expression in the glucocorticoid receptor knockdown cells has to do with the interplay between AQP2 phosphorylation and ubiquitylation (Tamma et al., 2011). Short-chain ubiquitylation is involved in AQP2 endocytosis and degradation (Kamsteeg et al., 2006). AQP2 phosphorylation at serine 269 occurs in parallel with AQP2 ubiquitylation at the apical plasma membrane in the presence of vasopressin (Moeller et al., 2014). Serine 269 phosphorylation overrides ubiquitylation, keeping AQP2 from endocytosis (Moeller et al., 2014; Wang et al., 2017). Serine 261 phosphorylation occurs after AQP2 ubiquitylation and endocytosis (Tamma et al., 2011). Serine 261 phosphorylation was thought to stabilize ubiquitylated AQP2 from degradation (Tamma et al., 2011). Thus, glucocorticoid receptor knockdown could affect AQP2 phosphorylation and hence AQP2 stability and abundance. Given the low AQP2 abundance in the glucocorticoid knockdown cells (Figure 1A) (Ho et al., 2021), our attempt to measure AQP2 phosphorylation was of minimal success. In the knockdown cells with residual AQP2, we were able to measure AQP2 phosphorylation at serine 261, 264, and 269 in response to dDAVP by immunofluorescence confocal microscopy. AQP2 was apically localized in the knockdown cells in response to dDAVP (not shown). It responded to dDAVP with a decrease in 261 phosphorylation and increases in 264 and 269 phosphorylation, consistent with prior observations (Xie et al., 2010). Thus, the glucocorticoid receptor knockdown did not seem to affect AQP2 phosphorylation and thus ubiquitylation and degradation. However, the aforementioned statement was bound to one caveat, that is, knockdown efficiency. The cells with residual AQP2 might still have the glucocorticoid receptor that maintains proper vasopressin responses. In the cells where knockdown was complete, we could not measure AQP2 or its phosphorylation. Because we could not reach definitive conclusions, we reserved the aforementioned data.

Despite the drawbacks, stable gene-specific manipulation identified two pathways, namely, the “TNF signaling pathway” (Figure 3) and “TGFβ signaling pathway” (Figure 4) with pathophysiological relevance. Both pathways have negative regulatory roles in the vasopressin-induced *Aqp2* gene expression (Figure 5). TNF is a type II transmembrane protein produced primarily by immune cells (Dong et al., 2007). It functions as a homotrimer either in its membrane-bound form or it can be released as a soluble circulating polypeptide upon cleavage by a metalloproteinase called TNF-converting enzyme (Black et al., 1997). TNF is a central mediator of inflammation amongst a broad range of biological activities (Dong et al., 2007). A number of kidney injuries induce inflammation with elevated TNF levels, including acute kidney injury, renal ischemia/reperfusion injury, diabetic nephropathy, obstructive renal injury, and cisplatin-induced injury (Al-Lamki and Mayadas, 2015). In rats, cisplatin-induced kidney injury manifests reduced AQP2 abundance (Kim SW et al., 2001), in line with a negative regulatory role of TNF in the *Aqp2* gene expression. Conversely, the inhibition of TNF downstream effector interleukin 1β increases the *Aqp2* gene expression under ureteral obstruction conditions (Hu et al., 2019). Moreover, the transcript levels of TNF receptors (Tnfrsf1a and Tnfrsf21-23) are negatively correlated with the AQP2 transcript levels (Yu et al., 2009). All these observations are consistent with a pathophysiological mechanism by which TNF suppresses the vasopressin-induced *Aqp2* gene expression.

Mature TGFβ functions as a homodimer (Khalil, 1999). It binds to TGFβ receptor II that recruits TGFβ receptor I to regulate diverse biological processes (Massagué, 1996). TGFβ is a master regulator in renal inflammation and fibrosis, two major pathophysiological features of chronic kidney disease (Meng et al., 2016; Gu et al., 2020). Secreted by renal tubule cells and infiltrated macrophages, TGFβ causes tubular and glomerular epithelial-to-mesenchymal transition. This induces excessive production and deposition of the extracellular matrix in glomeruli and tubulointerstitium, leading to renal fibrosis and function loss (López-Hernández and López-Novoa, 2012; Meng et al., 2016; Tang et al., 2019; Gu et al., 2020). Patients in the early stages of chronic kidney disease are usually asymptomatic but may experience weakness related to anemia and polyuria (Romagnani et al., 2017), suggestive of the reduced *Aqp2* gene expression in the early stages. We found that TGFβ1 profoundly suppressed the vasopressin-induced *Aqp2* gene expression in the mpkCCD cells within 24 h (Figure 5). Thus, the TGFβ-suppressed *Aqp2* gene expression could account for polyuria experienced by patients in the early stages of chronic kidney disease. TGFβ receptor inhibitors and similarly TNF inhibitors could potentially alleviate the polyuric symptoms.

TGFβ-induced epithelial-to-mesenchymal transition does not seem to be the cause of the reduced *Aqp2* gene expression because TGFβ suppressed the vasopressin-induced *Aqp2* gene expression without inducing the epithelial-to-mesenchymal transition (Figures 5, 6). The epithelial-to-mesenchymal transition is a main issue that causes cultured collecting duct cells to lose their ability to respond to vasopressin and to express AQP2 (Yu et al., 2009; Li et al., 2015). When polarized on the Transwell^®^ membrane or homed to renal inner medullary collecting ducts, these cells reverse the epithelial-to-mesenchymal transition processes and regain the ability to respond to vasopressin with the *Aqp2* gene expression. The vasopressin escape and ureteral obstruction represent two pathophysiological states with the loss of the *Aqp2* gene expression associated with the induced epithelial-to-mesenchymal transition of the collecting duct principal cells (Stødkilde et al., 2011; Lee et al., 2018). In our experimental settings, TGFβ1 was able to reduce the vasopressin-induced *Aqp2* gene expression within 24 h without apparent epithelial-to-mesenchymal transition (Figures 5, 6). Thus, TGFβ likely exerts its effects *via* altering the vasopressin signaling network, that is, reducing vasopressin-induced Akt activation (Figure 8).

The effects of dexamethasone on the *Aqp2* gene expression in the collecting duct cells are complex, especially with systemic complications at the animal levels (Yasui et al., 1996; Saito et al., 2000; Kim JK et al., 2001; Chen et al., 2005). The evidence is strong that the glucocorticoid receptor agonist dexamethasone does not affect the *Aqp2* gene expression in rat cortical, outer, or inner medullary collecting ducts (Saito et al., 2000; Kwon et al., 2002; Li et al., 2008), albeit opposite observations under similar experimental settings (Chen et al., 2005). In fact, a single betamethasone injection was shown to increase the *Aqp2* gene expression in rats and increased their urine concentrating capacity (Yasui et al., 1996). Thus, there are complex systemic effects of dexamethasone on the *Aqp2* gene expression at the animal level. This is appreciated given that dexamethasone suppresses the vasopressin gene promoter activity in the hypothalamic cells (Kim JK et al., 2001), which, in turn, regulates the *Aqp2* gene expression in the kidney collecting duct cells (Moeller et al., 2013). Recently, we revisited the issues and found that dexamethasone increased the vasopressin-induced *Aqp2* gene expression in the mpkCCD cells (Kuo et al., 2018). Similar observations were made in the rat inner medullary collecting duct suspensions (Chen et al., 2015). Although we found that dexamethasone increased the vasopressin-induced *Aqp2* gene expression, the latter study found that dexamethasone reduced AQP2 protein degradation. Through different mechanisms, both studies are consistent with a positive regulatory role of glucocorticoid receptor in the amount of AQP2 protein. Indeed, glucocorticoid receptor knockdown blunted the vasopressin-induced *Aqp2* gene expression in the mpkCCD cells (Ho et al., 2021). Thus, mechanistic studies can benefit from representative collecting cell models, free from systemic complications in the animals.

In summary, gene-specific alteration is a powerful means to study biological pathways identified *via* system methods. Despite the risk of altering the transcriptomic landscape, gene-specific alteration can still identify regulatory pathways with pathophysiological significance, which might be exploited for medical benefits.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: GEO accession: GSE194044, link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE194044. One may also access the summarized data set here: http://sbel.mc.ntu.edu.tw/mpkCCDTranscriptome_GR/mpkCCDTrGR.htm.

How the deposited data were processed for this re-analysis (not part of the article)

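RNA-seq was available for 3 libraries of mouse mpkCCD cells under vehicle conditions, 1 each from the stable lines shCtrl, shGR1 and shGR2. The libraries were sequenced, aligned and quantified before deposition. The authors gave transcript abundance as FPKM for 128603 Ensembl transcripts, and the submitters' processing notes name bcl2fastq 2.20, HISAT2 (version not stated), Cufflinks 2.2.1 and Cuffdiff. The authors also deposited, for each knockdown line, the ratio of its FPKM to that of shCtrl and the log2 of that ratio. With these come the p-value and q-value of the authors' comparison of 1 library with 1, and a deposited subset of transcripts with at least a 2-fold ratio. No value was re-aligned or re-quantified, and the strand of the libraries is not given in the sources used here.

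The submitters' processing notes name the build GRCm39, whereas the deposited loci hold the GENCODE M21 (GRCm38) position of 98.5% of 127971 transcripts, so all gene positions are given on GRCm38. Read counts were not analysed here, so no counting error could be given, and the depth per library is known only through the rough worth of 1 fragment. The 10 highest genes took 10.6% of all FPKM in shCtrl, 10.1% in shGR1 and 10.1% in shGR2, and mitochondrially encoded genes took 9.17%, 8.76% and 8.57%.

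The FPKM of all transcripts with the same gene symbol were summed, which gave 51803 symbols from 51904 gene identifiers, 97 symbols having more than 1. A gene was taken as expressed when it was over 0.3 FPKM in any library. It was counted as lower or higher when its ratio to shCtrl was under or over 1 in both knockdown lines, as the methods of the paper define positive and negative regulators. Log2 ratios were taken with no pseudocount, and the mean and SD are over the 2 knockdown lines. Of the expressed genes, 413 were listed at 0 in at least 1 library and have no finite ratio for it.

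Limma 3.58.1 was run on log2(FPKM + 0.1) with an abundance trend, with shGR1 and shGR2 as 2 libraries of receptor knockdown and shCtrl as the control. The fit has 1 residual degree of freedom, which comes from the 2 knockdown lines, and the lone control library is assumed to vary as they do. Adjusted p values are those of Benjamini-Hochberg, with a threshold of 0.05. The test was tried on 5 simulated data sets of 15438 genes with 200 changed genes each. It called 0% of genes changed 2-fold, 15.2% at 4-fold, 37.6% at 8-fold and 48.4% at 16-fold, and 21 of 76190 unchanged genes.

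The gene lists were glucocorticoid-induced genes, principal cell genes, regulators of Aqp2 transcription named in the paper, and markers of intercalated cells, the proximal tubule, the loop of Henle and distal tubule, fibroblasts, leukocytes and endothelium. Further lists were mesenchymal genes, epithelial junction and keratin genes, target genes of TGFβ, NF-κB, interferon and p53, cell cycle, DNA repair, cytosolic ribosomal proteins, oxidative phosphorylation, mitochondrially encoded genes, and spliceosome and mRNA export. The remaining ones were cholesterol synthesis, glycolysis, lysosome, the unfolded protein and integrated stress responses, immediate early genes, reference genes, nuclear-retained RNAs, the circadian clock, receptors and enzymes of the corticosteroid and vasopressin axis, and the components in Tables 5 to 7. Table 6 holds 61 different components of the 92 that the paper counts, so values over its list do not cover the pathway. Tables 5 and 7 list 11 and 18 regulated components, whereas Tables 2 and 3 count 20 and 27, so those lists may be incomplete. The median log2 ratio of a list was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression. Lists also matched on transcript length or GC content were drawn from 8 bins of each measure. All draws were from the expressed genes with a value in all 3 libraries, the members of the list included. These percentiles are descriptions, since genes of a list are not independent. The lists were fixed with the paper known, and several share themes with the pathways of Tables 2 and 3. Such lists are not independent evidence of those themes. As a check, 40 lists of 25 genes were drawn at random from the expressed genes, and 38 lay inside percentiles 2.5 to 97.5. With 0.5 added to the log2 ratios of their genes, 39 of 40 lay above. Random lists lie inside by construction, so the check does not cover lists of genes that vary together.

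Genes were named by rule. The rule took Nr3c1, every gene that the paper measured by RT-qPCR, and the components of Tables 5 to 7 with the largest ratios, 6 in the direction of the pathway and up to 4 in the other. It also took the 12 lowest and 12 highest genes with a mean of at least 1 FPKM and up to 4 expressed members of each list. The number 6 was set while the rule was coded, and the ratios in the tables of the paper had been seen. A limma criterion for the lowest and highest genes was dropped because 0 genes passed. Predicted genes and pseudogenes were left out there, and genes listed at 0 in shCtrl or in a knockdown line could not be ranked.

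To show what a shared control gives, 200 sets of unchanged libraries were simulated against 1 control that varies as the knockdown lines do. Each gene was drawn independently of the others. The alternatives were other thresholds and pseudocounts, median-centred ratios, quantile normalization, loess trends on abundance, transcript length or GC content (lowess fraction 0.3), larger fold minimums, each knockdown line alone, and 12 further limma settings, 2 of them (protein-coding genes alone, and leaving out 77 genes listed at 0 in both knockdown libraries) chosen after seeing the data. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and R 4.3.3. The pathway analysis of Tables 2 and 3 was not repeated, since pathway membership was not among the sources used here, and RT-qPCR and immunoblot data were not analysed here.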

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

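All values in this part were picked by fixed rules, and no test of a cause was run on them. In 10 genes named in the text the 2 knockdown lines lay on opposite sides of the control, and the difference between the lines was not tested. Of these, Col1a1 and Hsd11b2 were named after their values were seen. The log2 ratios in shGR1 and shGR2 were -0.35 and 0.85 for the collagen gene Col1a2, -0.76 and 0.51 for Col1a1, -0.76 and 1.18 for the surface marker gene Thy1, and -0.85 and 0.47 for decorin (Dcn), all of them fibroblast markers. They were -0.22 and 1.03 for the proximal tubule marker Hnf4a, -1.14 and 0.30 for Pvalb and -1.06 and 1.50 for Calb1, both markers of the loop of Henle and distal tubule, and -0.66 and 0.48 for the leukocyte marker Fcer1g. For the noncoding RNA Snhg11 they were -0.58 and 0.59, and for the principal cell gene Hsd11b2 -0.52 and 1.00. Each of these genes except Hsd11b2 was under 5 FPKM in all libraries.

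The paper does not discuss the 12 genes with the highest mean log2 ratios among those with a mean of at least 1 FPKM, each of which was above its level in shCtrl in both knockdown lines. These were AC154550.1 at 8.38 (5.76 with a pseudocount of 0.1 FPKM), Lgr6 at 3.22, Creb5 at 3.09, Rap1gap at 2.90, Ramp2 at 2.85, Tgfb3 at 2.83, Tnc at 2.53, Dennd2a at 2.49, Map3k7cl at 2.44, Fgf5 at 2.26, Aqp5 at 2.25 and Sparc at 2.22.

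Also outside the discussion of the paper, the median log2 ratio of interferon-stimulated genes was 0.30 (0.51 in shGR1 and 0.17 in shGR2) and that of immediate early genes 0.22.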

How the results depend on the processing

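The settings limited to protein-coding genes, and limma without 77 genes, were chosen after seeing the data, as were quantile normalization and the abundance trend for single genes and lists, and the GC content trend for lists. Of the main results across these settings, 56 values stayed close to the reported one and 38 moved. The excess of lower over higher genes, 6758 against 4904, turned round with quantile normalization (5485 and 6172), loess on abundance (5679 and 5789) and loess on transcript length (5625 and 5736), and nearly vanished with median-centred ratios (5891 and 5792). The share of expressed genes with the same direction in both knockdown lines, 75.5%, was 77.5% over 1 FPKM in any library, 68.4% with no filter, 77.1% over 0.3 FPKM in all 3 libraries, 74.3% with loess on abundance, 73.6% with loess on transcript length, 73.3% for transcripts not merged by symbol and 76.5% for protein-coding genes. It was 88.4% at a minimum of 1.2-fold in both lines, 92.1% at 1.5-fold and 96.0% at 2-fold, minimums that raise it by themselves when the control is shared. Over the 15025 genes with a value in all 3 libraries these shares were 88.6%, 92.6% and 98.0%, and unchanged libraries simulated with a shared control gave 81.6%, 86.8% and 93.0%. For the 12322 genes with a mean of at least 1 FPKM they were 95.1%, 98.4% and 99.7%. Their simulated means were 87.5%, 94.7% and 99.1% and their largest simulated values 89.6%, 98.0% and 100%. At 2-fold, the share of these genes thus lay inside the simulated range. With more lower than higher genes throughout, the counts were 5933 and 4124 over 1 FPKM, 9394 and 6786 with no filter, 6100 and 4362 over 0.3 FPKM in all 3 libraries, 5387 and 3928 for protein-coding genes, 2962 and 1929 at 1.2-fold, 1229 and 822 at 1.5-fold, 565 and 392 at 2-fold, and 18721 and 15418 for unmerged transcripts. Non-expressed protein-coding genes numbered 9812.

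Limma, which called 0 genes as planned, called 155 lower and 66 higher with median-centred ratios, 82 and 28 with robust moderation, 211 and 58 for protein-coding genes, and 173 and 65 without the 77 genes listed at 0 in both knockdown libraries. Those 77 genes have a residual variance of exactly 0, and leaving them out raised the prior degrees of freedom from 2.20 to 4.97. With either knockdown line left out, limma has no residual degrees of freedom and gives no test.

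The vasopressin components counted as lower, 11, were 7 with quantile normalization, 3 at 1.2-fold and 0 by limma. TNF components counted as higher, 28, were 13 at 1.2-fold and 0 by limma, and TGFβ components, 18, were 7 and 0. With all genes as the background, the chi-squared statistics were 26.5 (vasopressin), 94.6 (TNF) and 37.1 (TGFβ), the TNF list being incomplete, and 0.619 for vasopressin with continuity correction. A stricter minimum leaves fewer genes by construction, and for the other changes the cause was not tested. Of 162 named genes, the sign turned for 3 without shGR1 (Pvalb, Dcn and Fcer1g) and for 5 without shGR2 (Hnf4a, Calb1, Col1a2, Thy1 and Snhg11).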

Differences from the paper's values

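For the number of non-expressed genes, the paper's value is 9836, and 36365 gene symbols were not over 0.3 FPKM in any library. The alternatives set before the data were examined, thresholds of 1 FPKM (38834) and 0.1 FPKM (33384), differed as well. Restricted to protein-coding genes, a setting chosen after seeing the values, the number was 9812.

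The paper gives GR mRNA as 43% of the control in shGR1, with no assay named in that sentence, and Nr3c1 was at 14.6% of shCtrl by FPKM. For shGR2 the paper's value is 45%, compared with 30.3%, which are within 1.5 times of each other. No alternative was set for this percentage.

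The paper's chi-squared statistic of the vasopressin pathway is 20.415, and it was 1.03 with expressed genes as the background. Of the alternatives set before the data were examined, a background of all genes gave 26.5, within 1.5 times the paper's value. That background held 51803 gene symbols with 6758 lower genes, unlike the cells of Table 4, so the closeness is not a match. Continuity correction gave 0.619, which differed. For the TNF pathway the paper's statistic is 6.2845 and counts 92 components, compared with 10.9 over the 53 expressed of the 61 different components in Table 6, so the member lists are not alike, and both alternatives differed, at 94.6 with all genes and 9.93 with continuity correction. These statistics of the paper rest on the cells of Table 4, whose columns do not sum to the text's counts for the direction they name. The downregulated column of the vasopressin pathway sums to 3785, the number of increased genes in the text, and the upregulated column of the TNF pathway to 5394, the number of decreased genes. The upregulated column of the TGFβ pathway sums to 5392. Table 4 counts 11, 30 and 18 regulated components of the vasopressin, TNF and TGFβ pathways, and Tables 2 and 3 count 20, 32 and 27.

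Of 95 log2 ratios in Tables 5 to 7, 83 were within 0.001 of those computed from the FPKM and 6 differed. For Bag4 the paper's value is 0.625, compared with 0.076, for Tgfbr1 0.308, compared with 0.15, and for Smad6 -0.713, compared with -0.36. For these 3 genes, none of the ratio of mean FPKM, either line alone, the length trend removed and median-centred ratios came within the error. On the scale of the sum of both lines' log2 ratios in place of their mean, a scale chosen after seeing the values, Tgfbr1 (0.31) and Smad6 (-0.71) were within 0.001 of the paper's values. The sum was that close for these 2 of the 95 ratios and the mean for 83. For Map2k7 the paper's value is 0.013, compared with -0.033, and median-centred ratios (0.01) did not differ while the other 4 alternatives did. For Smad5 the paper's value is 0.075, compared with 0.18, and of the alternatives only shGR1 alone (0.13) did not differ. For Rhoa the paper's value is 0.036, compared with -0.036, and Table 7 places the gene among the downregulated ones, the direction of the value computed here. For this gene 2 of the alternatives, median-centred ratios (0.01) and the length trend removed (0.01), did not differ.

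Table 7 lists E2f5 as below the threshold of expression, and it was at 18.3, 8.91 and 11.7 FPKM in shCtrl, shGR1 and shGR2. Table 6 gives Nrip3 under the name Rip3, and Ripk3, the gene of that kinase, was at 0.0867, 0.0275 and 0.111 FPKM.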

Other observations

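The tests of genes moving together in both knockdown lines were chosen only after that result was seen. Genes of interferon response, immediate early response and tissue identity also had group values. Of 21 expressed interferon-stimulated genes, 13 were higher and 3 lower in both knockdown lines (percentile 99.6), with the antiviral genes Oasl1 (2.07 ± 0.54, SD over the 2 lines), Usp18 (1.89 ± 0.04) and Oasl2 (1.69 ± 0.44) and the transcription factor gene Irf7 (1.22 ± 0.12) higher and Oas2, Gbp2 and Igtp, named after their values were seen, lower. Of 12 immediate early genes, 6 were higher and 2 lower (percentile 99.8), with Fosb at 0.74 ± 0.57 and Fosl1 at 0.53 ± 0.24. Of 16 expressed mesenchymal genes, 7 were higher and 4 lower (median 0.25, percentile 98.5, or 0.08 in shGR1 and 0.36 in shGR2), with the intermediate filament gene Vim at 1.71, 0.807 and 1.52 FPKM in shCtrl, shGR1 and shGR2. Of 22 epithelial junction and keratin genes, 9 were lower and 8 higher (median 0.03, percentile 88.2, turned to -0.03 with shGR1 alone). Among them the tight junction gene Cldn8 was at -1.70 ± 0.33 and the desmosome gene Dsp at -0.82 ± 0.32. Of 9 expressed receptors and enzymes of the corticosteroid and vasopressin axis, 6 were lower and 0 higher (median -0.42, percentile 0.54, or -1.11 in shGR1 and -0.33 in shGR2), in a list that holds the targeted gene Nr3c1. They included Hsd11b1, the enzyme that regenerates active glucocorticoid (-1.79 ± 0.46), and the prostaglandin receptor gene Ptger1 (-1.47 ± 0.51).

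Genes of the unfolded protein and integrated stress responses were lower in 11 and higher in 5 of 19 cases (median -0.11, percentile 18.3), with Herpud1 at -0.66 ± 0.23 and Atf3 at 0.63 ± 0.38. Of 13 expressed p53 target genes, 11 were lower and 0 higher (median -0.14, percentile 13.4), with Gdf15 at -0.44 ± 0.03. Reference genes were lower in 8 and higher in 5 of 14 cases, with a median of -0.06 (-0.03 in shGR1 and -0.08 in shGR2) that turned to 0.04 with quantile normalization and 0.06 with loess on abundance, both chosen after seeing the data. Rplp0 was at 704, 497 and 570 FPKM. Of 3 expressed nuclear-retained RNAs (median 0.00, percentile 59.1), Neat1 was lower at 374, 198 and 151 FPKM and Malat1 higher at 733, 1176 and 1191 FPKM. The list medians were 0.53 (percentile 90.0) for the proximal tubule, 0.13 (percentile 60.6) for the loop of Henle and distal tubule, -0.04 (percentile 55.2) for fibroblasts, which turned to 0.01 with median-centred ratios, and 0.07 (percentile 71.0) for leukocytes. With shGR1 and shGR2 alone, the medians were 0.06 and 1.00 for the proximal tubule, -1.06 and 0.30 for the loop of Henle and distal tubule, -0.76 and 0.50 for fibroblasts, -0.57 and 0.48 for leukocytes, and -0.58 and 0.59 for the nuclear-retained RNAs. Among leukocyte markers the macrophage receptor gene Csf1r was at 18.2, 11.0 and 11.1 FPKM. By limma with Benjamini-Hochberg adjustment, 0 members of these lists passed over all genes. Adjusted over the list alone, Sparc (higher, mesenchymal), Csf1r (lower), Malat1 (higher), Neat1 (lower) and Avpr2 (lower, axis) passed. At an unadjusted p under 0.05, 4 interferon-stimulated genes were higher, and 5 epithelial junction genes, 4 stress response genes and 1 p53 target gene were lower.

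Genes lower or higher together in both knockdown lines were more numerous than in simulated unchanged libraries with a shared control. Each gene varied independently in these simulations. For 12322 genes with a mean of at least 1 FPKM, the covariance of the log2 ratios was 0.199. The largest value in 200 simulations was 0.0598. This argues against chance values of the control library, independent between genes, as the whole cause, as long as that library varies as the knockdown lines do. Genes that shift together in 1 culture are not covered by the simulations. A difference in culture, passage or library batch between the control line and both knockdown lines cannot be told apart from receptor knockdown, because there was 1 control library. A shared effect of receptor knockdown on these genes is a hypothesis that stays open and untested.

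Short transcripts were lower in both knockdown lines, and a transcript length bias could account for part of this. With the length trend removed, the median of the oxidative phosphorylation genes lay at percentile 23.1 among lists matched on expression and length. Those lists were drawn from all expressed genes, including the ribosomal protein genes, which were lower as well. This percentile therefore cannot decide whether a length bias accounts for the lower oxidative phosphorylation genes. The median of the ribosomal protein genes lay at percentile 0.085, which argues against the length trend as its whole cause. The matching used 8 bins each of expression and length, so differences in length or abundance inside a bin remain. The summed FPKM of 276 pseudogenes named after ribosomal protein genes had a mean log2 ratio of -0.39, which argues against a move of reads from the genes to those pseudogenes.

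Cell cycle genes were higher in both knockdown lines. Against transcript length bias, their median lay at percentile 100 among matched lists with the length trend removed. Against GC content bias, it lay at percentile 100 with the GC content trend removed, so neither trend is the whole cause. A faster division of the knockdown lines, or a difference in confluence or culture from the control line, may underlie it and was not tested.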
